# Regulation of protumorigenic pathways by Insulin like growth factor binding protein2 and its association along with β-catenin in breast cancer lymph node metastasis

**DOI:** 10.1186/1476-4598-12-63

**Published:** 2013-06-16

**Authors:** Priyanka Sehgal, Neeraj Kumar, Varuvar Rajesh Praveen Kumar, Shilpa Patil, Animesh Bhattacharya, Manavalan Vijaya Kumar, Geetashree Mukherjee, Paturu Kondaiah

**Keywords:** IGFBP2, Breast cancer, Wnt signaling, β-catenin, Integrin

## Abstract

**Background:**

Insulin like growth factor binding proteins modulate the mitogenic and pro survival effects of IGF. Elevated expression of IGFBP2 is associated with progression of tumors that include prostate, ovarian, glioma among others. Though implicated in the progression of breast cancer, the molecular mechanisms involved in IGFBP2 actions are not well defined. This study investigates the molecular targets and biological pathways targeted by IGFBP2 in breast cancer.

**Methods:**

Transcriptome analysis of breast tumor cells (BT474) with stable knockdown of IGFBP2 and breast tumors having differential expression of IGFBP2 by immunohistochemistry was performed using microarray. Differential gene expression was established using R-Bioconductor package. For validation, gene expression was determined by qPCR. Inhibitors of IGF1R and integrin pathway were utilized to study the mechanism of regulation of β-catenin. Immunohistochemical and immunocytochemical staining was performed on breast tumors and experimental cells, respectively for β-catenin and IGFBP2 expression.

**Results:**

Knockdown of IGFBP2 resulted in differential expression of 2067 up regulated and 2002 down regulated genes in breast cancer cells. Down regulated genes principally belong to cell cycle, DNA replication, repair, p53 signaling, oxidative phosphorylation, Wnt signaling. Whole genome expression analysis of breast tumors with or without IGFBP2 expression indicated changes in genes belonging to Focal adhesion, Map kinase and Wnt signaling pathways. Interestingly, IGFBP2 knockdown clones showed reduced expression of β- catenin compared to control cells which was restored upon IGFBP2 re-expression. The regulation of β-catenin by IGFBP2 was found to be IGF1R and integrin pathway dependent. Furthermore, IGFBP2 and β-catenin are co-ordinately overexpressed in breast tumors and correlate with lymph node metastasis.

**Conclusion:**

This study highlights regulation of β-catenin by IGFBP2 in breast cancer cells and most importantly, combined expression of IGFBP2 and β-catenin is associated with lymph node metastasis of breast tumors.

## Background

The Insulin like Growth Factor binding proteins (IGFBP) are a family of six proteins that bind with high affinity to Insulin like growth factors (IGF-I and IGF-II), prolong their half-life in circulation and thereby regulate IGF actions. Insulin like growth factor binding protein 2 (IGFBP2) is the second most abundant IGFBP in circulation and in a context dependent manner it can either inhibit or potentiate the actions of IGF [1], thereby modulating the prosurvival and/or mitogenic effects of IGF. Elevated expression of IGFBP2 has been observed in multiple malignancies, including Glioblastoma multiforme [2-4], ovarian [5,6], pancreatic [7], gastric [8], prostate [9], colon [10], breast [11,12], leukemia [13] and thyroid cancer [14]. In addition, increased expression of IGFBP2 has been correlated with poor prognosis in prostate, glioblastoma and colon cancers [15-18]. It has been reported that IGFBP2 inhibits the IGF dependent proliferation of normal cells while in tumor cells, it promotes proliferation in an IGF1R dependent or independent manner [19,20]. Pro proliferative action of IGFBP2 has been reported in prostate, ovarian and colon cancer cells and non-transformed rat osteoblasts [19,21-24]. IGFBP2 expression has also been shown to enhance migration and invasion in glioma, ovarian and bladder cancer cells [3,25-27]. Recent studies in glioma implicate IGFBP2 in the activation of PI3K Akt pathway [28], integrin/ILK/NF-B network which drives glioma progression in mice [29] and binding to integrin α5 [30] that brings about increased migration and invasion. In breast cancer, IGFBP2 over expression has been shown to confer drug resistance [11] and increased expression has been reported to correlate with lymph node metastasis In T1 breast carcinomas [31]. However, mechanisms that govern IGFBP2 actions in breast cancers are poorly understood.

In the present study, to elucidate the cellular pathways influenced by IGFBP2 in breast cancer, gene expression profiling of IGFBP2 knockdown breast cancer cells was compared with the expression profile of IGFBP2 positive breast tumors. Our results highlight regulation of cell cycle and Wnt signaling pathways by IGFBP2. Most significantly, our data shows for the first time that the concomitant over expression of IGFBP2 and β-catenin in breast cancer is associated with increased incidence of lymph node metastasis.

## Results

### IGFBP2 perturbation by shRNA alters gene expression profile in breast cancer cells

In view of the pro-tumorigenic actions of IGFBP2 reported in several cancers including breast tumors, we decided to delineate the molecular mechanism of IGFBP2 actions in breast cancers. Initially, stable sub lines of breast tumor cell line BT474 with knockdown of IGFBP2 were generated. Among several clones, two of the clones (C5 and C12) that showed considerable knock down of IGFBP2 (Figure 1a) were selected for further studies. 

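BT474 is a human breast carcinoma cell line, and C5 and C12 are stable sub lines of it with knockdown of IGFBP2, the gene of a secreted protein that binds insulin-like growth factors. RNA of each clone was hybridised against RNA of vector transfected cells on 2 arrays, which gave 4 arrays on 1 slide, with 200 ng of RNA in each channel. The deposited labels name the control an empty vector, as the text does, while Table 1 heads its ratios with a scrambled control. On every array the clone carried Cy5 (red) and the vector cells Cy3 (green). Each array held 43376 spots for 41000 probes, besides 1639 control spots. The authors' deposited files give the intensity of each spot in both channels, from Agilent Feature Extraction 9.5.3.1, and a log10 ratio of red over green, whose median was 0 on every array. The log2 ratios reported here were computed from the spot intensities, so that a value above 0 is a higher level in the knockdown clone. Background was subtracted from each channel, loess normalization was applied within arrays and quantile normalization of the average intensity between them, and the spots of a probe were averaged. Each probe was then tested in each clone with limma 3.58.1 for a log2 ratio other than 0, with the Benjamini-Hochberg adjustment, and was called at an adjusted p under 0.05.

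Between 66.8% and 67.4% of the spots were well above background in red, and between 57.5% and 61.0% in green. The median SD of a probe's log2 ratio between the arrays of a clone was 0.12 in C5 and 0.10 in C12 over 34702 probes with values on all 4 arrays. It was 0.077 and 0.065 over the 22257 of them well above background in both channels on all 4 arrays. Across probes, which are not independent replicates, the Pearson correlation between the arrays of a clone was 0.584 in C5 and 0.548 in C12, and between an array of C5 and one of C12 it was 0.413 to 0.427. The clones carried the same dye throughout, and no other control cells were hybridised. The labels do not say whether 1 extract of vector RNA served all arrays or whether the 2 arrays of a clone came from separate cultures, so the p values may measure technical spread only, and the number of arrays limits the precision.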

Transcriptome analysis of the IGFBP2 knock down cells using Agilent whole human genome 4x44K arrays was performed against control cells (vector transfected). Data analysis revealed significant regulation of 4069 probes in both the clones compared to control cells. Among these, 2067 probes showed up regulation while 2002 probes showed down regulation (Additional file 1: Table S1). 

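IGFBP2 itself was lower than in vector cells on every array of both clones. Its log2 ratios were -2.57 and -2.54 on the arrays of C5, and -4.60 and -4.48 on those of C12. The mean fell by 2.55 in C5 (SD 0.021, n = 2 arrays), which is 5.87-fold lower, at an adjusted p of 0.00496 from limma. In C12 the mean fell by 4.54 (SD 0.085, n = 2 arrays), which is 23.3-fold lower, at an adjusted p of 0.00656. IGFBP2 was thus lower in C12 than in C5, with a difference C12 minus C5 of -1.99 (standard error 0.094, adjusted p = 0.0322). The array measures it with 1 probe, which lies on chromosome 2 of hg17 from 217354592 to 217354651. In C5, 16126 of 36365 tested probes were called, 7969 higher and 8157 lower. In C12, 14396 of 37479 were called, 6989 higher and 7407 lower. Of the 34702 probes tested in both, 8781 had changed in the same direction in both clones and 1052 in opposite directions. With 1 array left out, limma called 0 probes in the clone left with a single array, against 16276 and 16113 at an unadjusted p under 0.05 in C5 and 13635 and 13684 in C12.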

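Genes of the insulin-like growth factor system and of the ERBB receptors and their ligands were found in both directions. Of 17 measured genes of the insulin-like growth factor system, 3 were higher in both clones, 4 were lower and 10 were not called in both (4 lower and 3 higher when adjusted over the list alone). IGFBP1, another binding protein of insulin-like growth factors, rose by 4.53 on the log2 scale in C5 (SD 0.074, n = 2 arrays) and by 2.23 in C12 (SD 0.032, n = 2 arrays). IRS1 and GRB10 were the others that rose, and IGF1, IGF2R and IGFBP4 fell beside IGFBP2. Of 23 measured genes of the ERBB2 amplicon, ERBB receptors and their ligands, 9 were higher, 2 (ERBB2 and GRB7) were lower and 12 were not called in both (2 lower and 9 higher when adjusted over the list alone). EREG, a ligand of EGFR, had log2 ratios of 2.25 in C5 and 1.76 in C12, and GRB7, which lies in the ERBB2 amplicon, -1.71 in C5 and -1.31 in C12. As a whole, neither list differed from the other genes in limma's camera test, with adjusted p = 0.712 and adjusted p = 0.326, or adjusted p = 0.735 and adjusted p = 0.504 with an estimated correlation.

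Counted as probes, 4216 were higher and 4565 were lower in both clones at an adjusted p under 0.05, so that 48.0% of the changes were upward. Counted as genes with 1 probe each, 3333 of 26350 were higher and 3407 were lower. Probes well above background in both channels on all 4 arrays made up 3727 of those higher and 4045 of those lower. In simulated data with 8000 changed probes, 68.7% of changes of 1 on the log2 scale in both clones were called, and 0.0974% of unchanged probes. These data held the spread between arrays alone, without spread between cultures, a shared control or a dye bias. They therefore give no rate of false calls for the knockdown. Quantile normalization over both channels gave 53.8% upward and median centring in place of loess 52.5%. With the median-centred signals processed by Feature Extraction, for which the background step and the probes tested differ too, 8489 were higher and 5971 lower (58.7% upward). A separate fit for each clone, with fewer arrays behind each test, called 1390 higher and 1926 lower.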

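Some genes differed by a large amount between the clones, while 8781 of 34702 probes were called in the same direction in both. BMP4, a secreted signal of the transforming growth factor beta family, was -3.31 (SD 0.16, n = 2 arrays) in C5 and -0.23 (SD 0.022, n = 2 arrays) in C12, a difference C12 minus C5 of 3.08 (standard error 0.12). PTPN13, a protein tyrosine phosphatase, fell in C5 (-1.50) and rose in C12 (1.57), a difference of 3.07 (standard error 0.25). WNT11, a secreted Wnt ligand, was not called in C5 (0.15, adjusted p = 0.485) and rose in C12 (3.08), a difference of 2.92 (standard error 0.22). HBE1, an embryonic hemoglobin chain, fell in C5 (-0.83) and rose in C12 (2.08), a difference of 2.91 (standard error 0.10). BRD3, a bromodomain protein, differed by 2.94 (standard error 0.12), with -3.22 in C5 and -0.27 in C12, although 1 of its 2 probes was lower in both clones.

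In the other direction, VCX3A, VCX2 and VCX had log2 ratios of -4.76, -4.85 and -4.81 in C12, against 0.42, 0.31 and 0.32 in C5, where none of them was called. These are related genes of the X chromosome, and whether their probes bind each other's transcripts was not tested. SYT13, of the synaptotagmin family, was 0.46 in C5 and -3.94 in C12, and ZC4H2, a zinc finger gene of the X chromosome, 0.68 and -3.10. Each of these 10 differences passed at an adjusted p of 0.0322 from limma. Over all probes, 6555 of 34702 differed between the clones, 3127 higher and 3428 lower in C12.

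Across probes, the mean log2 ratios of the clones had a Pearson correlation of 0.578 and a Spearman correlation of 0.539, and 70.1% of the probes had the same sign. For 3 simulated cultures without any change, 1 of them serving as the control on all arrays, which the labels leave open for the vector cells, the values were 0.408, 0.335 and 60.7%. Each simulated culture, the control too, was given the spread that the difference between C5 and C12 implies for each probe. The simulated values follow from that assumption, so they do not show what unchanged cells would give. The number of probes called in both clones was 2.70 times (higher) and 2.73 times (lower) the number that independent calls would give, which takes no account of a control that the clones may share. The count of differing probes was 14742 with an intensity trend and robust prior, 13782 with normexp background and 0 from limma with any 1 array left out (9103 to 10717 at an unadjusted p under 0.05). With normexp background, BMP4 and BRD3 were also called lower in C12 and the 3 VCX genes higher in C5.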

Hierarchical cluster revealed similar expression pattern of regulated genes in both the clones (Figure 1b). 

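Genes of cell division had the lowest log2 ratios among genes well above background in both channels on all 4 arrays. The lowest mean was that of HMMR, a protein of the mitotic spindle, with -6.92 (SD 0.14) and -7.04 (SD 0.27) in C5 and C12 (n = 2 arrays each). ASPM, of the spindle poles, had -6.99 (SD 0.012) and -6.40 (SD 0.12), and SPC25, of the kinetochore, -6.50 (SD 0.31) and -6.10 (SD 0.12). CEP55, which acts in the last step of cell division, had -6.14 and -6.30, and UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, -6.44 and -5.74. The mitotic kinases PBK and BUB1 had -6.24 and -5.76 and, respectively, -6.30 and -5.57. CENPF, of the kinetochore, had -5.86 and -5.63, PIMREG, a regulator of mitosis, -5.68 and -5.82, and OIP5, of the centromere, -5.96 and -5.42. Each of these 10 genes passed at an adjusted p of at most 0.00496 in C5 and 0.00670 in C12 from limma.

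Among genes well above background in both channels on all 4 arrays, the 10 highest were of several kinds. AGR2, a protein disulfide isomerase of the endoplasmic reticulum, had log2 ratios of 5.20 (SD 0.086) and 4.48 (SD 0.093) in C5 and C12 (n = 2 arrays each). HSPA5, the main chaperone of the endoplasmic reticulum, had 4.49 (SD 0.054) and 3.18 (SD 0.014), and CLGN, another chaperone of that compartment, 3.61 and 3.51. The probe of HSPA5 in Table 1 is another one, also called higher in both clones, with 2.82 and 2.33. LAMP3, a lysosomal membrane protein, had 4.84 and 3.46, KLHDC7B 5.22 and 2.50, SCEL, of the cornified envelope, 3.97 and 3.47, and NIBAN1 3.88 and 2.96. KLK8, a serine protease, had 3.18 and 3.47 and TRPV6, a calcium channel, 3.32 and 3.32. IGFBP1 was the last of these 10 genes, which passed at an adjusted p of at most 0.00533 in C5 and 0.00955 in C12.

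In 60 genes the clone channel was not well above background on any array while the vector channel was on all 4, and 57 of them were called lower in both clones. Their change is a lower bound, taken with the clone channel at the larger of its own signal and the lowest signal well above background on that array. Where its own signal is the larger, this bound equals the measured ratio, so the size of the change is uncertain. By this bound CCNA2, the cyclin of S phase and early mitosis, was at least 31.7-fold lower in C5 and 25.0-fold lower in C12. SHCBP1 was at least 29.4-fold and 21.3-fold lower, CKAP2L, of the spindle, at least 25.6-fold and 22.4-fold, TYMSOS, antisense to TYMS, at least 24.3-fold and 23.7-fold, and CDC25C, the phosphatase that starts mitosis, at least 23.4-fold and 16.2-fold. Of the 50 probes of Table 1, a list chosen on these samples, 48 had values on all 4 arrays, and all 48 were called in both clones in the direction listed.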

The list of top 25 up and down regulated genes is shown in Table 1. 

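Genes of cell division and of DNA replication fell together in both clones. All 37 measured genes of a list of the mitotic spindle and kinetochore were lower in both clones (37 when adjusted over the list alone), with a median log2 ratio of -4.21 over the mean of the clones. Among them, BIRC5, of the chromosomal passenger complex, had -5.85 (SD 0.012) and -5.28 (SD 0.0042) in C5 and C12 (n = 2 arrays each). Of 58 cell cycle genes, 37 were lower, 2 (CDKN1A and MYC) were higher and 19 were not called in both (38 lower and 4 higher when adjusted over the list alone), with a median of -1.43. CDK1, the kinase that drives entry into mitosis, had -5.63 (SD 0.040) and -5.05 (SD 0.055), and TTK, of the spindle checkpoint, -5.42 (SD 0.91) and -4.81 (SD 0.077). Of 33 DNA replication genes, 27 were lower, 1 (POLD4) was higher and 5 were not called in both (27 lower and 2 higher when adjusted over the list alone), with a median of -1.74. MCM4, a subunit of the replicative helicase, had -2.96 and -2.63, POLA2, of the polymerase that makes primers, -3.02 and -2.32, and LIG1, the ligase that joins Okazaki fragments, -2.87 and -2.34. SSBP1, which binds single-stranded DNA in mitochondria, was not called in C5 (0.086, adjusted p = 0.357) and had 0.43 in C12. The median of all genes was 0.055.

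The lists, 31 in all, were written down before the data were examined but after Table 1 had been seen, and each was tested with camera in limma on the mean of the clones with a preset correlation of 0.01 between genes. The mitotic list passed at adjusted p = 1.55e-20, the cell cycle list at adjusted p = 2.94e-12 and the DNA replication list at adjusted p = 2.96e-09. These became adjusted p = 0.179, adjusted p = 0.179 and adjusted p = 0.191 with an estimated correlation, under which 0 of the 31 lists passed. In simulated data, that test also missed a list lowered by 0.8 on the log2 scale, with adjusted p = 0.886 with an estimated correlation and adjusted p = 2.01e-05 with the preset one. The simulated probes varied independently of each other, so this does not tell which correlation suits real lists, whose genes may vary together. In the mitotic, cell cycle and DNA replication lists, the estimated correlations were 0.014, -0.016 and -0.018, against the preset 0.01. A higher correlation thus does not account for the larger adjusted p of the cell cycle and DNA replication lists. The mitotic and cell cycle lists share 0 genes, but 13 members of the mitotic list and 3 of the cell cycle list are in Table 1, which the study chose on these arrays, so that their values partly repeat that choice. Without the genes of Table 1, a step added after the values were seen, the other 24 genes of the mitotic list, all lower in both clones, had a median of -3.83 (adjusted p = 3.33e-14 from camera, adjusted p = 0.190 with an estimated correlation), and the other 55 of the cell cycle list -1.24 (adjusted p = 3.70e-11 from camera, adjusted p = 0.190 with an estimated correlation).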

The differentially regulated genes were subjected to pathway enrichment analysis using GSEA (Table 2). This analysis revealed enrichment of down regulated genes belonging to cell cycle, DNA replication, repair, p53 signaling, oxidative phosphorylation, Wnt signaling, etc. qPCR analysis of some genes validated differential expression seen in microarray data (Figure 1c). 

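Among genes of DNA repair, nucleotide synthesis, respiration and splicing, more were lower than higher in both clones. Of 22 genes of homologous recombination, 14 were lower, 0 were higher and 8 were not called in both (15 lower and 0 higher when adjusted over the list alone, and 0 higher at an unadjusted p under 0.05 from limma), with a median log2 ratio of -1.89 (adjusted p = 2.79e-07 from camera, adjusted p = 0.233 with an estimated correlation). MND1, which acts in strand exchange, had -5.37 (SD 0.16) and -4.82 (SD 0.13) in C5 and C12 (n = 2 arrays each), and RAD54L -4.40 and -4.04. Of 7 mismatch repair genes, 3 were lower, among them EXO1 (-3.40 and -3.25) and MSH6 (-0.47 and -1.0), and 4 were not called in both (5 lower and 0 higher when adjusted over the list alone, and 0 higher at an unadjusted p under 0.05 from limma). The median was -0.63 (adjusted p = 0.00164 from camera, adjusted p = 0.222 with an estimated correlation). Of 24 nucleotide excision repair genes, 4 (DDB2, RBX1, ERCC3 and GTF2H3) were lower, 1 (GTF2H1) was higher and 19 were not called in both (9 lower and 1 higher when adjusted over the list alone), with a median of -0.34 (adjusted p = 0.0451 from camera, adjusted p = 0.235 with an estimated correlation), and, by clone, medians of -0.25 in C5 and -0.29 in C12, with adjusted p = 0.0563 and adjusted p = 0.0486 from camera (adjusted p = 0.248 and adjusted p = 0.307 with an estimated correlation). DDB2, a sensor of damage by ultraviolet light, had -2.64 and -2.50. Of 22 genes of pyrimidine nucleotide synthesis, 9 were lower, 3 (RRM2B, CDA and TXNRD1) were higher and 10 were not called in both (9 lower and 4 higher when adjusted over the list alone), with a median of -0.27 (adjusted p = 0.0478 from camera, adjusted p = 0.235 with an estimated correlation), and, by clone, medians of -0.34 in C5 and -0.16 in C12, with adjusted p = 0.0114 and adjusted p = 0.0796 from camera (adjusted p = 0.218 and adjusted p = 0.326 with an estimated correlation). TYMS, TK1 and RRM2, enzymes that supply nucleotides for DNA synthesis, had -6.10 and -4.41, -5.32 and -4.78 and -5.56 and -5.14.

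Of 68 genes of oxidative phosphorylation, 24 were lower, 2 (NDUFS4 and ATP5MC2) were higher and 42 were not called in both (27 lower and 3 higher when adjusted over the list alone), with a median of -0.35 (adjusted p = 0.000170 from camera, adjusted p = 0.233 with an estimated correlation). SDHA, of respiratory complex II, had -1.33 and -1.06, COX8A, of cytochrome c oxidase, -1.39 and -0.92, and NDUFB1, of complex I, -0.95 and -1.07. Of 57 spliceosome genes, 21 were lower, 0 were higher and 36 were not called in both (22 lower and 1 higher when adjusted over the list alone, and 2 higher at an unadjusted p under 0.05 from limma), with a median of -0.42 (adjusted p = 5.89e-06 from camera, adjusted p = 0.202 with an estimated correlation). The small ribonucleoproteins SNRPB, LSM3 and SNRPF had -1.90 and -0.89, -1.39 and -1.38 and -1.51 and -1.24. Of 31 genes of tubulins, actins and their partners, 11 were lower, 2 (NCK1 and OCLN) were higher and 18 were not called in both (13 lower and 2 higher when adjusted over the list alone), with a median of -0.52 (adjusted p = 0.00146 from camera, adjusted p = 0.222 with an estimated correlation). TUBB, a beta tubulin, had -1.86 and -1.51 and TUBA1B, an alpha tubulin whose vector channel was saturated on 3 arrays, -1.46 and -1.83.

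Of 55 genes of p53 signalling, 21 were lower, 7 were higher and 27 were not called in both (24 lower and 8 higher when adjusted over the list alone), with a median of -0.36 (adjusted p = 0.00260 from camera, adjusted p = 0.222 with an estimated correlation). The 3 lowest were CDK1, RRM2 and CCNB2 (-4.83 and -4.55), which act in mitosis and DNA synthesis, and 13 members of this list, 7 of them lower, are also in the cell cycle list. Among its higher members, FAS, a death receptor whose vector channel was not above background, was at least 2.27-fold and 3.38-fold higher, and SESN2, a stress-induced gene, had 1.62 and 1.12. Of 28 target genes of this pathway, tested as a list of their own that shares 16 genes with it, 6 were higher, 6 were lower and 16 were not called in both (6 lower and 7 higher when adjusted over the list alone), with a median of 0.20 and a camera test in the upward direction that did not pass (adjusted p = 0.639 from camera, adjusted p = 0.735 with an estimated correlation), nor under any of the 16 alternatives. The call of nucleotide excision repair was lost in 11 of 16 other settings (adjusted p 0.0395 to 0.242), among them those without C5 replicate 2 (adjusted p = 0.0521), C12 replicate 1 (0.0521) and C12 replicate 2 (0.0557). That of pyrimidine nucleotide synthesis was lost in 10 (1.49e-05 to 0.176), among them those without C5 replicate 1 (adjusted p = 0.0544), C12 replicate 1 (0.0543) and C12 replicate 2 (0.0571), and that of mismatch repair in 1, fgsea (0.000885 to 0.0528 over the 16 settings, with 0.0528 from fgsea). Without the genes of Table 1, the call of pyrimidine nucleotide synthesis was lost (adjusted p = 0.179 from camera, adjusted p = 0.415 with an estimated correlation), while homologous recombination (adjusted p = 3.33e-06 from camera, adjusted p = 0.251 with an estimated correlation) and p53 signalling (adjusted p = 0.0138 from camera, adjusted p = 0.234 with an estimated correlation) passed with the preset correlation. From the enrichment of its down regulated genes, the paper states that they belong to these pathways and to Wnt signaling, and it concludes that perturbation of IGFBP2 changes the expression of several genes and pathways.

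**Figure D1:**
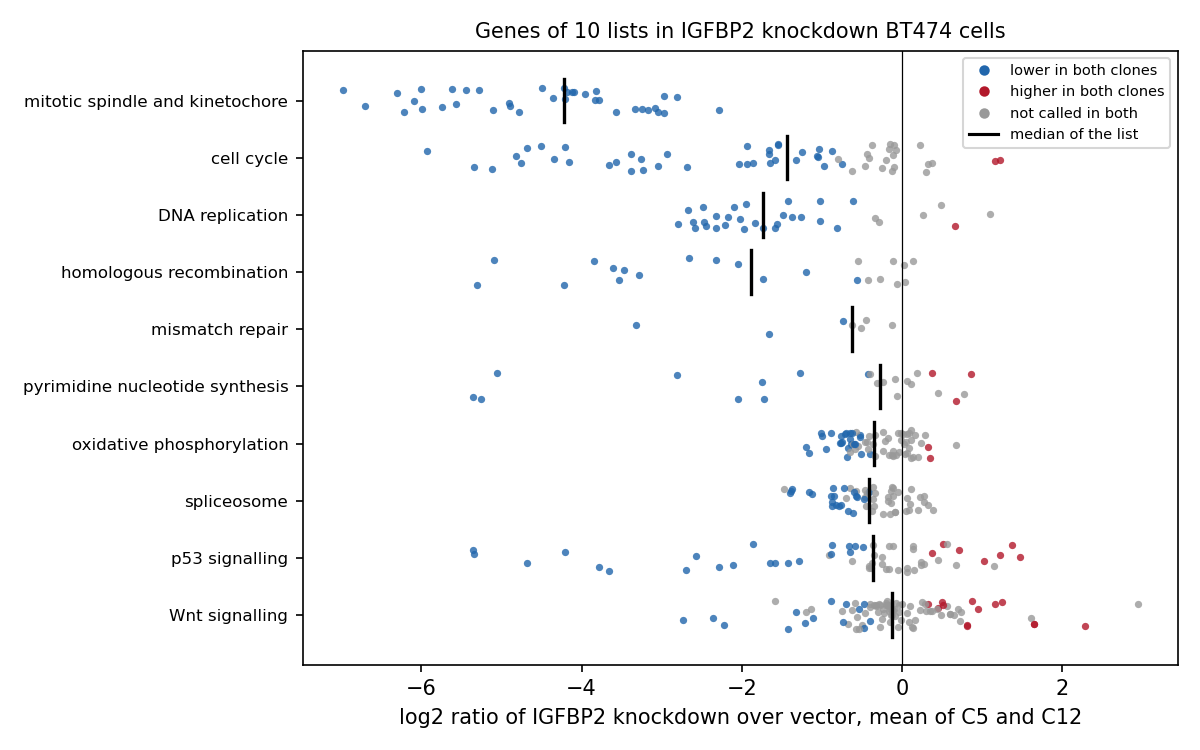
Mean log2 ratio of C5 and C12 for the genes of 10 lists, 1 point per gene, with the list's median as a black line. Blue points are genes lower in both clones, red points higher in both and grey points not called in both. All 37 points of the mitotic list are blue and lie left of 0.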

Over expression of IGFBP2 in the knockdown cells resulted in up regulation of IGF1R, IGF2, TOP2A, p53, CCND1 and FOXM1 genes which were down regulated upon IGFBP2 knockdown (Additional file 2: Figure S1) suggesting the specificity of the regulation of these genes by IGFBP2. Hence, perturbation of IGFBP2 results in differential expression of several genes and pathways.

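The arrays covered the knockdown of these genes and not the over expression of IGFBP2. TOP2A and FOXM1 were lower in both clones, and IGF1R, IGF2 and CCND1 were not called in the same direction in both. TOP2A, the topoisomerase of dividing cells, had log2 ratios of -5.63 (SD 0.064, adjusted p = 0.00467) in C5 and -4.92 (SD 0.16, adjusted p = 0.00656) in C12 (n = 2 arrays each). FOXM1, a transcription factor of mitotic genes, had -4.48 (SD 0.034, adjusted p = 0.00467) in C5 and -3.95 (SD 0.026, adjusted p = 0.00656) in C12. CCND1, the cyclin of G1 phase, fell in C5 and rose in C12, with -0.69 (SD 0.028, adjusted p = 0.00867) in C5 and 0.46 (SD 0.0083, adjusted p = 0.0188) in C12. IGF2, a growth factor bound by IGFBP2, had -0.040 (SD 0.046, adjusted p = 0.730) in C5 and -1.0 (SD 0.14, adjusted p = 0.0113) in C12. IGF1R, the receptor of insulin-like growth factor 1, had -0.23 (SD 0.10, adjusted p = 0.0952) in C5 and 1.0 (SD 0.046, adjusted p = 0.010) in C12. In C5 neither channel of its probe was well above background, and in C12 the clone channel alone was, which makes the change there at least 1.45-fold. The differences C12 minus C5 were 1.23 for IGF1R, -0.96 for IGF2 and 1.15 for CCND1, with adjusted p values from limma of 0.0322, 0.0363 and 0.0322. That of IGF1R rests in C5 on signals not well above background, so its size is uncertain. The values are those of the probe with the highest intensity, and 0 of the 2 probes of IGF1R, the 2 of IGF2 and the 3 of CCND1 was called in both clones in 1 direction. IGF1R passed in C5 with outlier spots kept (adjusted p = 0.0414) or with median centring (adjusted p = 0.0488), and did not pass in C12 with an intensity trend and robust prior (adjusted p = 0.0532). The sign of IGF2 in C5 turned with median centring (0.047) and with processed signals (0.027).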

**Figure 1:**
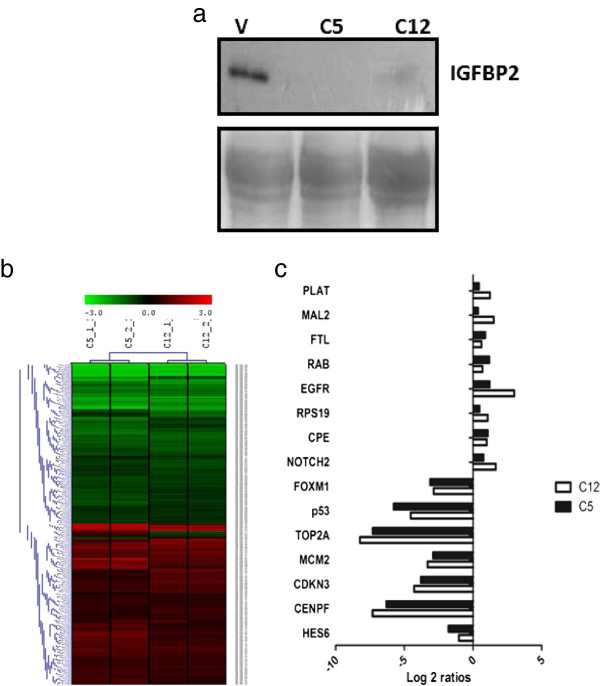
**IGFBP2 regulated genes in BT474 breast cancer cells. a**) Western blot analysis of IGFBP2 in the supernatant of IGFBP2 knockdown clones C5 and C12 and control cells. Lower panel is ponceau stained membrane shown as loading control. **b**) Hierarchical cluster of differentially expressed genes in IGFBP2 knockdown BT474 cells versus control cells. Differentially regulated genes were clustered using MeV software. The dendrogram on the left shows different clusters of genes segregated according to the pattern of regulation. Red and green indicate high and low expression of genes respectively. Black indicates no regulation. **c**) Validation of selected genes by qPCR. Bar graphs of differentially regulated genes in IGFBP2 Knockdown BT474 clones versus control cells. The graphs represent the fold change over control after normalization with the expression of RPL35a.

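On the arrays, of 14 genes of this panel, 7 were higher in both clones, 6 were lower in both and RPS19 was not called in both. The qPCR values were not analysed here. NOTCH2, a receptor of cell fate decisions, had log2 ratios of 3.06 (SD 0.071) and 2.08 (SD 0.030) in C5 and C12 (n = 2 arrays each), and EGFR, the epidermal growth factor receptor, 1.95 (SD 0.066) and 0.93 (SD 0.024). PLAT, the tissue plasminogen activator, had 1.58 (SD 0.31) and 0.94 (SD 0.17), with the vector channel not above background in C12. The change there, 1.92-fold, equals its lower bound, so its size is uncertain. MAL2 had 1.47 (SD 0.0078) and 0.86 (SD 0.42), CPE, carboxypeptidase E, 1.27 (SD 0.20) and 1.65 (SD 0.056), RAB26, a small GTPase of secretion, 1.01 (SD 0.23) and 1.63 (SD 0.17), and FTL, the light chain of ferritin, 0.58 (SD 0.011) and 1.0 (SD 0.037). Among the lower genes, MCM2, of the replicative helicase, had -2.31 (SD 0.079) and -1.64 (SD 0.063), CDKN3, a phosphatase of cyclin-dependent kinases, -3.32 (SD 0.15) and -3.21 (SD 0.032), and HES6, a transcription regulator, -2.02 (SD 0.020) and -1.11 (SD 0.054). CENPF, FOXM1 and TOP2A also fell. The 13 called genes passed at an adjusted p of at most 0.0167 in C5 and 0.0473 in C12 from limma. RPS19, of the small ribosomal subunit, is measured by 2 probes. Both were saturated in the red channel, that of the clones, on all 4 arrays, so their ratios mean little. The brighter probe had -0.56 (SD 0.30) and -0.29 (SD 0.079) (adjusted p = 0.0581 and 0.206), and the other was called higher, with 0.39 and 0.50.

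**Figure D2:**
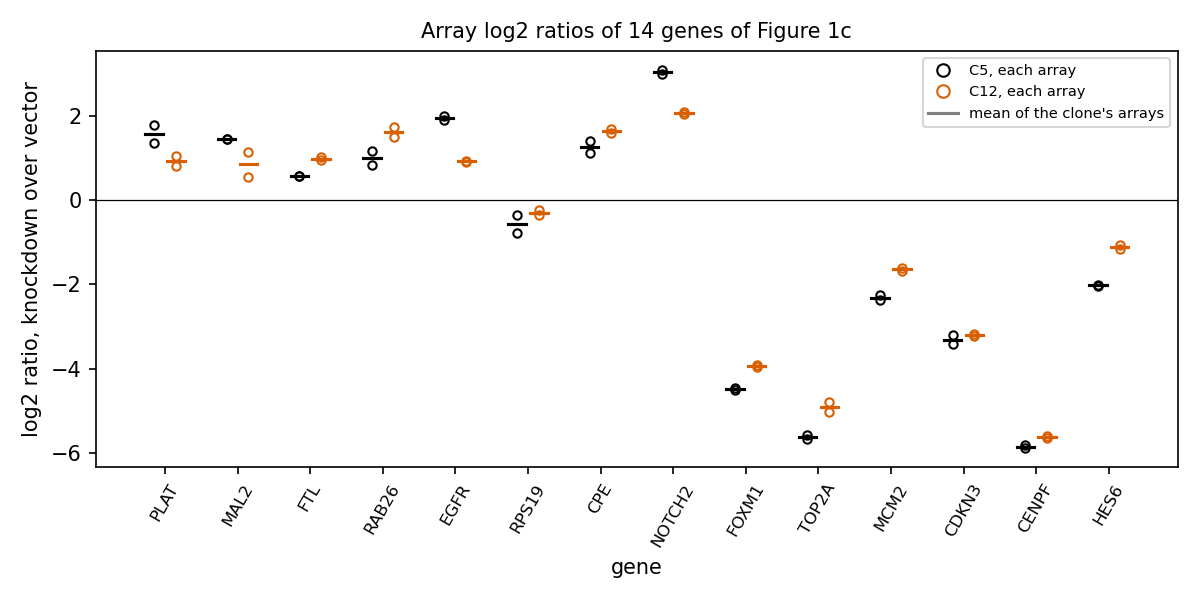
Log2 ratio of knockdown over vector cells for 14 genes of Figure 1c, with each array of C5 (black) and C12 (orange) as a circle and the mean of a clone's arrays as a line. The arrays of C5 and C12 lie above 0 for 7 genes and below 0 for 7, with RPS19 nearest to 0.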

**Table 1:** List of top 50 differentially regulated genes (p < 0.05) in IGFBP2 knockdown clones

**Probe**	**Gene symbol**	**Accession no.**	**LOG2 ratios IGFBP2 (shRNA/scrambled)**	
			**C5**	**C12**
A_23_P70007	HMMR	NM_012484	−6.1994	−6.3340
A_23_P115872	CEP55	NM_018131	−5.5493	−5.7555
A_23_P155815	HCAP-G	NM_022346	−5.9516	−5.6434
A_23_P49878	FAM64A	NM_019013	−5.3231	−5.5775
A_23_P401	CENPF	NM_016343	−5.6859	−5.5456
A_24_P297539	UBE2C	NM_181803	−6.0374	−5.5064
A_23_P52017	ASPM	NM_018136	−5.6626	−5.4146
A_23_P118815	BIRC5	NM_001012271	−5.7127	−5.3579
A_23_P51085	SPBC25	NM_020675	−5.3333	−5.2314
A_32_P62997	PBK	NM_018492	−5.3592	−5.1651
A_23_P379614	OIP5	NM_007280	−5.4136	−5.0805
A_23_P138507	CDC2	NM_001786	−5.3918	−4.9418
A_23_P74349	CDCA1	NM_145697	−5.0628	−4.7854
A_23_P375	CDCA8	NM_018101	−4.9988	−4.7055
A_23_P385861	CDCA2	NM_152562	−4.8413	−4.6523
A_23_P107421	TK1	NM_003258	−5.1628	−4.6138
A_23_P50108	KNTC2	NM_006101	−4.5643	−4.6060
A_23_P124417	BUB1	NM_004336	−4.8189	−4.5874
A_23_P88331	DLG7	NM_014750	−4.8666	−4.5641
A_23_P118834	TOP2A	NM_001067	−4.9585	−4.5030
A_24_P234196	RRM2	NM_001034	−4.6703	−4.4466
A_23_P65757	CCNB2	NM_004701	−4.6828	−4.4265
A_23_P119943	IGFBP2	NM_000597	−2.4765	−4.4074
A_23_P88731	RAD51	NM_002875	−4.9625	−4.3833
A_23_P133123	MND1	NM_032117	−4.6389	−4.3051
A_23_P31407	AGR2	NM_006408	4.8060	4.2255
A_23_P106194	FOS	NM_005252	2.1989	4.2063
A_23_P429998	FOSB	NM_006732	1.5980	3.8822
A_23_P113952	AY227436	AY227436	3.4910	3.8165
A_23_P500000	SCEL	NM_144777	3.6586	3.2728
A_23_P169437	LCN2	NM_005564	2.5385	3.2159
A_23_P380754	PRSS1	NM_002769	2.3278	3.1664
A_23_P29773	LAMP3	NM_014398	4.2963	3.1041
A_23_P5983	PLTP	NM_006227	1.3270	2.8955
A_23_P310274	PRSS2	NM_002770	2.0382	2.8886
A_23_P71170	TRPV6	NM_018646	2.6719	2.7426
A_23_P98121	FXYD4	NM_173160	3.0264	2.6979
A_23_P88095	TBC1D4	NM_014832	0.9759	2.6576
A_32_P230828	GAS5	NR_002578	1.9990	2.6280
A_23_P369343	KLK8	NM_144505	2.0683	2.5972
A_23_P18684	CLGN	NM_004362	2.4448	2.5689
A_32_P37592	SCARNA17	NR_003003	1.7724	2.5574
A_23_P22735	BEX2	NM_032621	3.3099	2.5138
A_24_P921446	EMP1	BC017854	1.1796	2.4896
A_23_P121926	SEPP1	NM_005410	2.7851	2.4722
A_23_P34915	ATF3	NM_004024	3.5213	2.4288
A_23_P105803	FGF9	NM_002010	0.9259	2.3751
A_24_P327886	TCEA3	NM_003196	2.1369	2.3522
A_23_P391344	RASGEF1A	NM_145313	3.5570	2.3442
A_24_P18190	HSPA5	NM_005347	2.8335	2.3293

**Table 2:** GSEA summary of pathways associated with genes down regulated upon IGFBP2 knockdown

**NAME**	**SIZE**	**NOM p-val**	**FDR q-val**	**FWER p-val**
KEGG_CELL_CYCLE	49	0	0	0
KEGG_DNA_REPLICATION	28	0	0	0
KEGG_NUCLEOTIDE_EXCISION_REPAIR	15	0	0	0
KEGG_MISMATCH_REPAIR	15	0	0	0
KEGG_PATHOGENIC_ESCHERICHIA_COLI_INFECTION	15	0	2.19E-04	0.001
KEGG_HOMOLOGOUS_RECOMBINATION	15	0	1.83E-04	0.001
KEGG_PYRIMIDINE_METABOLISM	21	0	1.56E-04	0.001
KEGG_OXIDATIVE_PHOSPHORYLATION	19	0	0.00635	0.039
KEGG_PARKINSONS_DISEASE	21	0	0.01229	0.082
KEGG_PROGESTERONE_MEDIATED_OOCYTE_MATURATION	17	0.006186	0.013514	0.098
KEGG_SPLICEOSOME	32	0.002012	0.01617	0.128
KEGG_OOCYTE_MEIOSIS	30	0	0.02404	0.199
KEGG_P53_SIGNALING_PATHWAY	26	0	0.027815	0.247
KEGG_HUNTINGTONS_DISEASE	30	0.004098	0.032137	0.3
KEGG_WNT_SIGNALING_PATHWAY	21	0.045726	0.138961	0.804
KEGG_PURINE_METABOLISM	26	0.047431	0.150692	0.844
KEGG_GAP_JUNCTION	17	0.15251	0.155502	0.877
KEGG_TGF_BETA_SIGNALING_PATHWAY	15	0.393214	0.318836	0.995
KEGG_SMALL_CELL_LUNG_CANCER	15	0.55144	0.400925	0.999
KEGG_REGULATION_OF_ACTIN_CYTOSKELETON	25	0.517578	0.687552	1
KEGG_TIGHT_JUNCTION	16	0.787018	0.687305	1
KEGG_PATHWAYS_IN_CANCER	52	0.229814	0.731651	1
KEGG_ALZHEIMERS_DISEASE	38	0.433663	0.706543	1

*NOM P* nominal P value.

### Differential expression of genes between tumors staining positive or negative for IGFBP2

In order to determine, whether expression of IGFBP2 regulated genes as revealed by IGFBP2 perturbation is also altered in tumors, we studied the gene expression patterns in tumors based on IGFBP2 expression. We selected 12 IGFBP2 positive and 7 IGFBP2 negative tumor RNAs for microarray expression analysis using Agilent whole human genome 4x44K arrays. Comparison of gene expression profiles between IGFBP2 positive and negative tumors revealed 3460 probes as significantly differentially regulated. Among them, 1635 probes were up regulated and 1825 probes were found to be down regulated in IGFBP2 positive tumors compared to IGFBP2 negative tumors (Additional file 3: Table S2). List of top 25 up or down regulated genes are shown in Table 3. To identify enriched pathways associated with differentially expressed genes, Gene set enrichment analysis (GSEA) was carried out. The genes up regulated in IGFBP2 positive tumor samples showed significant enrichment in Focal adhesion, MAPK signaling pathway, apoptosis, Chemokine signaling, cytokine-cytokine receptor interaction and ECM receptor interaction and Wnt signaling pathway (Table 4). Hierarchical cluster (Euclidean distance method) of log2 transformed differentially expressed genes between IGFBP2 positive and negative tumors revealed two major clusters consisting of predominantly either IGFBP2 positive or negative tumors. However, in one cluster, there is a sub cluster representing exclusively IGFBP2 positive tumors (Figure 2a). Microarray results were validated on few genes by qPCR. As shown in Figure 2b, qPCR revealed that CCND1(Cyclin D1), CDC42, GATA 3, SYT13 and SFRP2 and TMEM49 as up regulated in IGFBP2 positive tumors while IGFBP2, NR4A2 and SFRP2 were down regulated in IGFBP2 negative tumors. In addition, since Wnt pathway genes were significantly regulated in IGFBP2 knock down cells, we studied the expression of Wnt target genes in IGFBP2 positive and negative breast tumors. The Wnt target genes CCND1, SFRP2 (Figure 2b) MCAM, SP5 and IGF1 (Additional file 4: Figure S2) were found to be differentially expressed between IGFBP2 positive and negative tumors. Taken together, the data from the IGFBP2 knockdown cells and IGFBP2 positive breast tumors suggest a positive correlation of IGFBP2 with pro-tumorigenic pathways including Wnt pathway in breast cancer.

**Table 3:** List of top 50 differentially regulated genes (p < 0.05) in IGFBP2 positive versus IGFBP2 negative tumors

**Probe**	**Gene name**	**Accession no.**	**Fold change IGFBP2 +/ IGFBP2-**
A_23_P161940	SCGB2A2	NM_002411	4.2566
A_23_P8702	PIP	NM_002652	2.8894
A_24_P137501	SFRP2	NM_003013	2.4919
A_23_P312300	SCGB2A1	NM_002407	2.4797
A_24_P347431	FOXA1	NM_004496	2.4462
A_23_P372234	CA12	NM_001218	2.3044
A_23_P393099	TFF3	NM_003226	2.2590
A_23_P215328	SFRP4	NM_003014	2.2567
A_23_P213745	CXCL14	NM_004887	2.1824
A_23_P413641	PREX1	NM_020820	2.1719
A_23_P99063	LUM	NM_002345	2.1563
A_23_P75056	GATA3	NM_001002295	2.0939
A_24_P322771	TFF1	NM_003225	2.0888
A_23_P119943	IGFBP2	NM_000597	2.0290
A_23_P161659	SYT13	NM_020826	1.9984
A_23_P329768	GREB1	NM_014668	1.9528
A_23_P105212	THRSP	NM_003251	1.9163
A_23_P95594	NAT1	NM_000662	1.9107
A_24_P264943	COMP	NM_000095	1.8625
A_23_P89431	CCL2	NM_002982	1.8472
A_32_P133072	SPON1	NM_006108	1.8374
A_23_P33196	COL5A2	NM_000393	1.8357
A_23_P2920	SERPINA3	NM_001085	1.8217
A_23_P22970	PIK3R3	NM_003629	1.7963
A_23_P165778	MLPH	NM_024101	1.7915
A_32_P184464	ROPN1	NM_017578	−3.5588
A_23_P328545	GABRP	NM_014211	−2.9846
A_23_P66137	SOX8	NM_014587	−2.7293
A_24_P417407	ROPN1B	NM_001012337	−2.5309
A_23_P53176	FOLR1	NM_016725	−2.3657
A_23_P56197	CRLF1	NM_004750	−2.2530
A_23_P369343	KLK8	NM_144505	−2.2248
A_24_P236251	DLK1	NM_003836	−2.1531
A_23_P78248	KRT23	NM_015515	−2.1320
A_23_P47484	GLYATL2	NM_145016	−2.1208
A_23_P10127	SFRP1	NM_003012	−2.0505
A_23_P40108	COL9A3	NM_001853	−2.0500
A_23_P47616	FOLH1	NM_004476	−1.8461
A_23_P50815	TTYH1	NM_020659	−1.7817
A_23_P137173	TMSL8	NM_021992	−1.7054
A_23_P110234	CSN1S1	NM_001890	−1.6859
A_23_P216448	NFIB	NM_005596	−1.6243
A_23_P78980	B3GNT3	NM_014256	−1.5946
A_24_P924484	K03200	K03200	−1.5836
A_32_P157391	PSMAL	NM_153696	−1.4833
A_23_P110837	IRX4	NM_016358	−1.4820
A_23_P43157	MYBL1	X66087	−1.4800
A_23_P59960	CRISPLD1	NM_031461	−1.4630
A_23_P422212	SLC35F3	NM_173508	−1.4618
A_23_P37205	NDRG2	NM_201535	−1.4531

**Table 4:** GSEA summary of pathways associated with genes up regulated in IGFBP2 positive tumors

**NAME**	**SIZE**	**NOM p-val**	**FDR q-val**	**FWER p-val**
KEGG_MAPK_SIGNALING_PATHWAY	43	0	0	0
KEGG_LEISHMANIA_INFECTION	20	0	0	0
KEGG_CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION	35	0	0.007717	0.013
KEGG_SYSTEMIC_LUPUS_ERYTHEMATOSUS	19	0.001976	0.006687	0.015
KEGG_T_CELL_RECEPTOR_SIGNALING_PATHWAY	19	0.00211	0.016915	0.045
KEGG_FOCAL_ADHESION	30	0.007619	0.025984	0.084
KEGG_COMPLEMENT_AND_COAGULATION_CASCADES	16	0.015968	0.023016	0.087
KEGG_ECM_RECEPTOR_INTERACTION	15	0.002053	0.022288	0.096
KEGG_CHEMOKINE_SIGNALING_PATHWAY	32	0.008403	0.020502	0.1
KEGG_APOPTOSIS	20	0.008584	0.018452	0.1
KEGG_VIRAL_MYOCARDITIS	17	0.005906	0.017723	0.105
KEGG_NATURAL_KILLER_CELL_MEDIATED_CYTOTOXICITY	27	0.028902	0.037213	0.228
KEGG_GNRH_SIGNALING_PATHWAY	19	0.044444	0.113272	0.563
KEGG_CELL_ADHESION_MOLECULES_CAMS	26	0.095808	0.195608	0.805
KEGG_ALZHEIMERS_DISEASE	24	0.087302	0.183226	0.805
KEGG_PATHWAYS_IN_CANCER	48	0.098	0.185527	0.831
KEGG_AXON_GUIDANCE	17	0.11553	0.176978	0.834
KEGG_NEUROACTIVE_LIGAND_RECEPTOR_INTERACTION	24	0.136538	0.210733	0.893
KEGG_DILATED_CARDIOMYOPATHY	15	0.165339	0.237117	0.925
KEGG_NEUROTROPHIN_SIGNALING_PATHWAY	19	0.168932	0.240447	0.932
KEGG_MELANOGENESIS	15	0.252033	0.367091	0.99
KEGG_LYSOSOME	18	0.329389	0.436596	0.996
KEGG_CALCIUM_SIGNALING_PATHWAY	19	0.367886	0.427407	0.996
KEGG_WNT_SIGNALING_PATHWAY	24	0.361616	0.414545	0.996
KEGG_ENDOCYTOSIS	20	0.365503	0.423908	0.998
KEGG_ANTIGEN_PROCESSING_AND_PRESENTATION	15	0.419958	0.454951	0.999
KEGG_HUNTINGTONS_DISEASE	18	0.568465	0.60777	1
KEGG_REGULATION_OF_ACTIN_CYTOSKELETON	29	0.74269	0.769736	1
KEGG_PURINE_METABOLISM	20	0.933054	0.931545	1

*NOM P* nominal P value.

**Figure 2:**
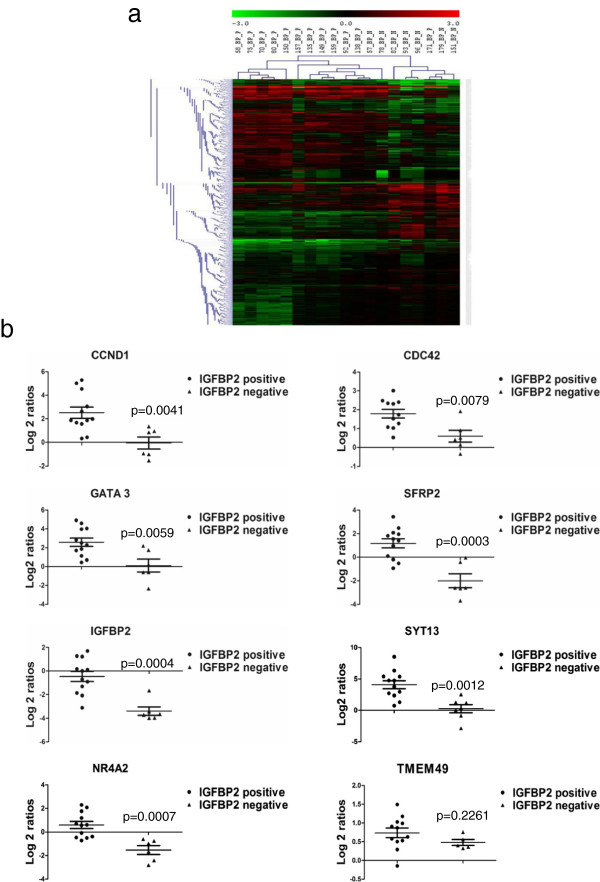
**Differential expression of genes in IGFBP2 positive and IGFBP2 negative tumor samples compared to control tissues. a**) Genes were clustered using MeV software. The dendrogram on the left shows different clusters of genes segregated according to the pattern of regulation. Red and green indicate high and low expression of genes respectively. Black indicates no regulation. **b**) Validation of selected genes. Scatter plots of differentially regulated genes in IGFBP2 positive and IGFBP2 negative tumors compared to the expression in normal tissues. Log 2-transformed gene expression ratios obtained from real-time quantitative PCR analysis normalized to TBP expression are plotted. Each dot represents a data derived from one sample.

### Common genes differentially expressed in breast tumors and cell lines based on IGFBP2 expression

In the previous experiments, we identified genes differentially expressed in breast tumors and breast cancer cells lines based on IGFBP2 expression. In order to identify the genes commonly regulated by IGFBP2 in cell lines and tumors, we compared the gene expression profiles of IGFBP2 positive versus negative tumors and IGFBP2 knockdown breast cancer cells. 654 probes were found to be common among IGFBP2 regulated genes in tumors and cell line. Among these 412 probes were down regulated in IGFBP2 positive tumors and up regulated upon IGFBP2 knockdown while 242 probes were up regulated in IGFBP2 positive tumors and down regulated upon IGFBP2 knockdown (Additional file 5: Table S3). Some genes that are differentially regulated in both are shown in Table 5. Genes such as FBLN1, ID1, FN1, LMO2, DCK, TLR4 which have important roles in tumor progression were up regulated in IGFBP2 positive tumors and were decreased upon IGFBP2 knockdown in breast cancer cells whereas genes such as SRPRB, POPDC3, ARHGEF4, KCNN4, BC11A which have negative role in tumorigenesis were down regulated in IGFBP2 positive tumors and were up regulated in IGFBP2 negative cells (p < 0.05). These results indicate that these genes or the pathways associated with these genes could be truly regulated by IGFBP2 in breast cancer. Some of these genes/pathways may have a role in IGFBP2 mediated tumor progression.

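Of the 11 genes named here, the arrays of the clones gave the 6 named as decreased lower in both clones and the 5 named as up regulated higher in both. The tumors were not analysed here, and as the study chose these genes with the same arrays, their directions are not independent evidence. FBLN1, a protein of the extracellular matrix, had log2 ratios of -2.55 (SD 0.068) and -3.39 (SD 0.053) in C5 and C12 (n = 2 arrays each). FN1, fibronectin, had no clone channel well above background, and was 9.10-fold lower in C5 and 12.0-fold lower in C12. Its lower bound equals this measured ratio, so the size of the change is uncertain. ID1, an inhibitor of differentiation, had -1.90 (SD 0.041) and -2.37 (SD 0.063), and LMO2, a transcription regulator of blood formation, -1.31 (SD 0.012) and -2.62 (SD 0.030). DCK, a kinase of the deoxynucleoside salvage, had -1.53 (SD 0.12) and -1.92 (SD 0.13), and TLR4, the receptor of lipopolysaccharide, -1.30 (SD 0.032) and -2.29 (SD 0.11). KCNN4, a potassium channel, had 2.58 (SD 0.045) and 1.56 (SD 0.12), and ARHGEF4, a guanine nucleotide exchange factor, 2.32 (SD 0.000142) and 1.39 (SD 0.079). SRPRB, of the receptor for the signal recognition particle, had 1.60 (SD 0.10) and 1.44 (SD 0.078), POPDC3 1.24 (SD 0.10) and 1.73 (SD 0.0080) and BCL11A, a transcription repressor, 1.16 (SD 0.15) and 1.36 (SD 0.074). All 11 passed at an adjusted p of at most 0.00793 in C5 and 0.00941 in C12 from limma. The choice of probe matters for FN1 and ARHGEF4, of whose 3 and 2 probes 1 was called in both clones.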

**Table 5:** List of top 50 common genes differentially regulated between IGFBP2 positive tumors and IGFBP2 knockdown clones

**Probe**	**Gene symbol**	**Accession no.**
A_23_P119943	IGFBP2	NM_000597
A_23_P118392	RASD1	NM_016084
A_23_P211631	FBLN1	NM_006486
A_23_P53126	LMO2	NM_005574
A_23_P22433	RP2	NM_006915
A_23_P252306	ID1	NM_002165
A_24_P119745	FN1	NM_212482
A_23_P70307	SMOC2	NM_022138
A_23_P170986	TMCC1	NM_001017395
A_32_P140139	F13A1	NM_000129
A_23_P204850	RB1	NM_000321
A_32_P216004	KCTD9	AF130091
A_23_P83939	SYAP1	NM_032796
A_23_P259438	DCK	NM_000788
A_32_P28284	TPM4	NM_003290
A_23_P42257	IER3	NM_003897
A_32_P152348	HIST1H2BD	BQ683489
A_32_P66881	TLR4	NM_138554
A_32_P89709	TPM1	NM_001018004
A_23_P380848	TXNL5	NM_032731
A_24_P106297	AMACR	NM_014324
A_23_P401055	SOX2	NM_003106
A_23_P89799	ACAA2	NM_006111
A_23_P500799	CASP6	NM_001226
A_23_P134237	RARRES2	NM_002889
A_23_P113952	AY227436	AY227436
A_23_P88095	TBC1D4	NM_014832
A_23_P369343	KLK8	NM_144505
A_23_P371039	NTSR1	NM_002531
A_24_P844917	AF222023	AF222023
A_23_P90601	STEAP3	NM_182915
A_24_P57047	DLL3	NM_203486
A_23_P363426	SRP46	NM_032102
A_23_P204751	ACCN2	NM_020039
A_23_P11262	F8A1	NM_012151
A_23_P376591	CLYBL	NM_206808
A_23_P80773	SRPRB	NM_021203
A_23_P253221	ARHGEF4	NM_032995
A_24_P163237	STOX2	NM_020225
A_23_P8240	FAM50B	NM_012135
A_23_P67529	KCNN4	NM_002250
A_24_P411186	BCL11A	NM_022893
A_23_P358597	POPDC3	NM_022361
A_23_P78518	CEACAM19	AK128234
A_23_P91702	EIF3S7	NM_003753
A_23_P415558	ZNF212	NM_012256
A_24_P414269	ALG3	NM_005787
A_23_P130764	KCNJ14	NM_170720
A_24_P152635	TXNDC14	NM_015959
A_23_P82478	PUS7	NM_019042

KEGG pathway analysis of common differentially regulated genes between IGFBP2 perturbed cells and IGFBP2 positive tumors revealed that the regulated genes belong to Glioma, Oxidative Phosphorylation, Apoptosis, Pathways in cancer and ErbB signaling pathway (Additional file 6: Table S4).Taken together, these data indicate that tumors with IGFBP2 expression phenotype are associated with distinct changes in expression of genes associated with the regulation of cell proliferation and tumorigenicity.

### β-catenin expression is regulated by IGFBP2 in breast cancer cells

Since the GSEA analysis of differentially expressed genes in both tumors and knockdown cells revealed significant regulation of Wnt signaling pathway, we decided to examine if IGFBP2 regulates Wnt pathway. 

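In the knockdown cells, genes of the Wnt pathway moved in both directions. Of 95 measured genes of Wnt signaling, 14 were lower in both clones, 13 were higher and 68 were not called in both (16 lower and 13 higher when adjusted over the list alone), with a median log2 ratio of -0.13. DKK1, a secreted inhibitor of the pathway, had -2.54 (SD 0.10) and -2.92 (SD 0.047) in C5 and C12 (n = 2 arrays each). DKK2, of the same family, was at least 3.23-fold lower in C5 and 6.26-fold lower in C12. LEF1, a transcription factor that acts with beta-catenin, rose, with 2.20 (SD 0.17) and 2.36 (SD 0.10). As a whole the list did not pass camera (adjusted p = 0.103 from camera, adjusted p = 0.267 with an estimated correlation). Of 28 genes that Wnt and beta-catenin are known to activate, 11 were lower, 4 (LEF1, MYC, CD44 and MCAM) were higher and 13 were not called in both (12 lower and 5 higher when adjusted over the list alone), with a median of -0.50 (adjusted p = 0.00477 from camera, adjusted p = 0.222 with an estimated correlation). MMP7, a matrix metalloproteinase, had -3.88 (SD 0.036) and -4.37 (SD 0.021), while BIRC5 is also a gene of the mitotic list and of Table 1, without which the list had adjusted p = 0.0124 from camera, adjusted p = 0.234 with an estimated correlation. In this target list, 11 genes also belong to the pathway list, 3 of them lower and 2 higher, and the camera test by clone gave adjusted p = 0.000575 in C5 and adjusted p = 0.278 in C12 (adjusted p = 0.208 and adjusted p = 0.399 with an estimated correlation). The difference between the clones did not pass for this list (adjusted p = 0.0946).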

As β-catenin is an effector of Wnt pathway we determined β-catenin expression in IGFBP2 knockdown cells. As shown in Figure 3, knockdown of IGFBP2 in BT474 breast cancer cells substantially decreased the expression of β-catenin in both the clones C5 and C12, suggesting a direct regulation of β-catenin by IGFBP2. In good correlation, when IGFBP2 expression is restored in the knockdown cells, β-catenin expression is also restored (Figure 4). These results collectively demonstrate regulation of β-catenin expression by IGFBP2.

**Figure 3:**
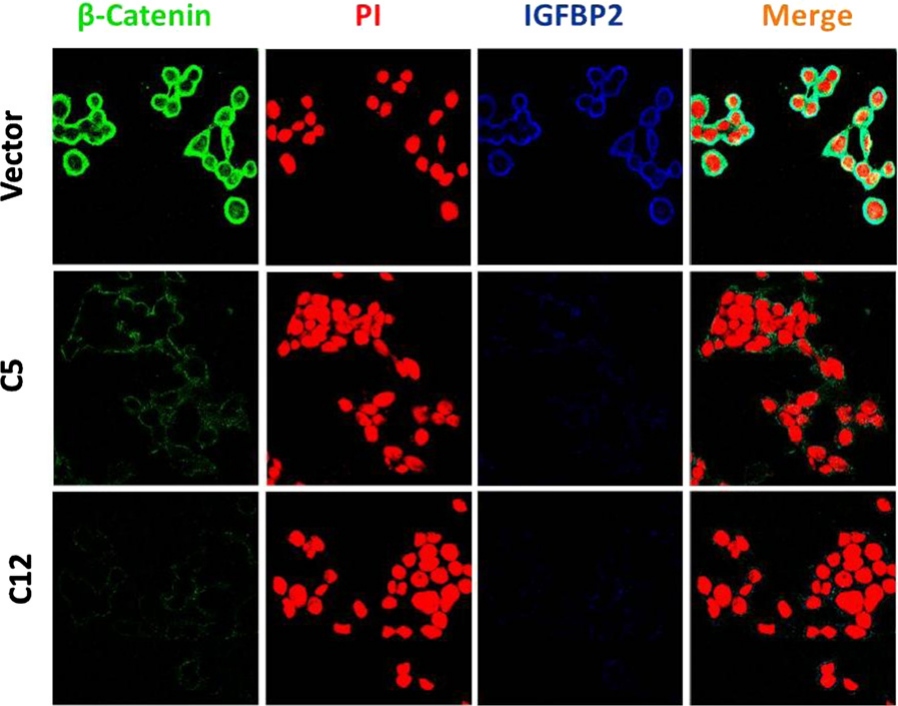
**β-catenin and IGFBP2 expression in IGFBP2 knockdown and control cells.** IGFBP2 knockdown clones and control cells were plated on coverslips and allowed to grow. 24 h after plating, cells were fixed, permeabilized, and stained for β-catenin and IGFBP2 expression. Expression of β-catenin and IGFBP2 is shown in green and blue, respectively. Nucleus was stained using propidium iodide (PI) as shown in red. Original magnification was 63×.

**Figure 4:**
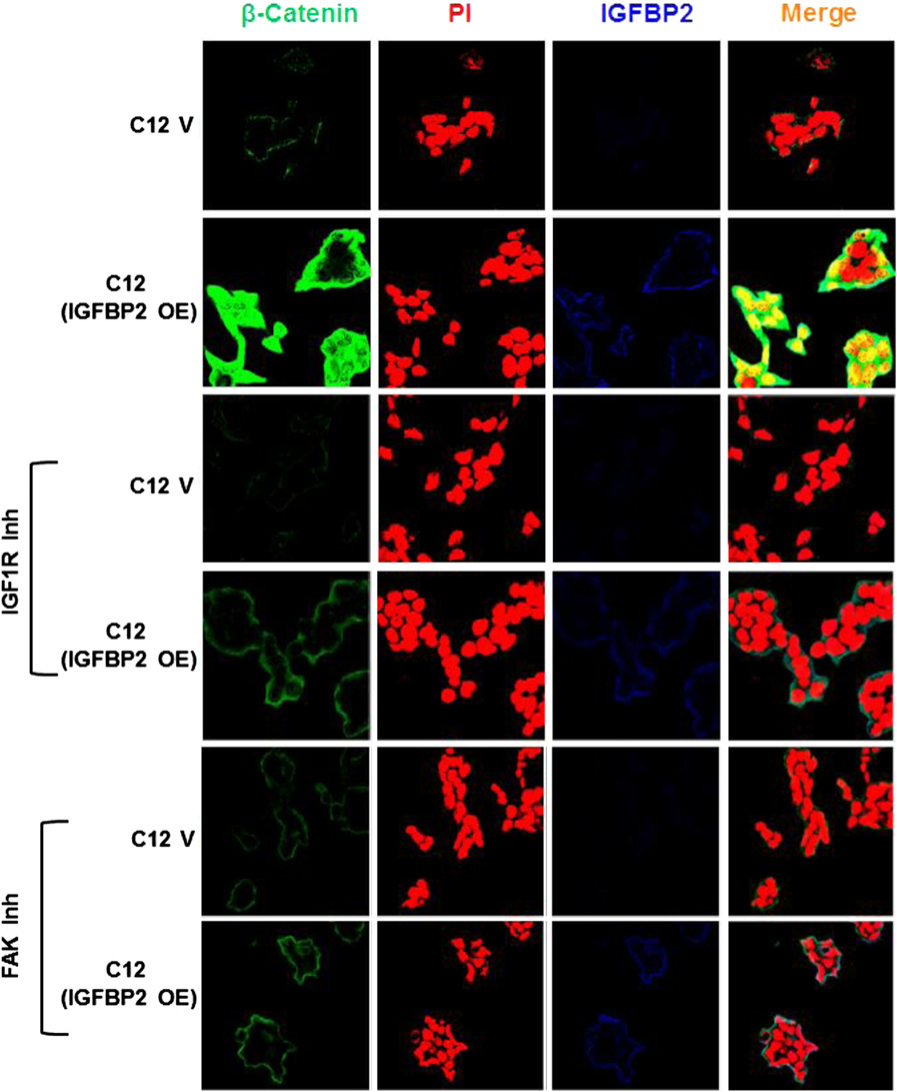
**Regulation of β-catenin by IGFBP2 is IGF1R and FAK dependent.** IGFBP2 knockdown clone C12 was transfected with IGFBP2 and 36 h. after transfection cells were fixed and analyzed for β-catenin, and IGFBP2. For inhibitor experiments, 24 h. after transfection cells were treated with IGF1R or FAK inhibitor for 12 h. Cells were fixed and analyzed for β-catenin and IGFBP2 expression. Expression of β-catenin and IGFBP2 is shown in green and blue, respectively. Nucleus was stained using propidium iodide (PI) as shown in red. Original magnification was 63×. V, Vector control; OE, Over expression; Inh, inhibitor.

It has been known that some of the IGFBP2 actions are mediated in part by the activation of IGF1 receptor and also through integrin receptors [20]. Hence, in order to identify the intermediates of IGFBP2 regulation of β-catenin, we studied the effect of IGF1R inhibitor (PPP, 10 μM) and Focal Adhesion Kinase inhibitor (PP2, 10 μM) on the regulation of β-catenin by IGFBP2. As described above, over expression of IGFBP2 in the knockdown clones increased β-catenin expression and in the presence of IGF1R inhibitor or FAK inhibitor, IGFBP2 induced β-catenin expression was abolished (Figure 4). Similar results were obtained using MDA-MB-231 cells which lack endogenous IGFBP2 expression (Additional file 7: Figure S3). These results suggest that IGFBP2 regulates β-catenin expression in an IGF1R and integrin dependent manner.

### IGFBP2 and β-catenin staining together correlates with the lymph node metastasis in human breast cancer

Since the previous results showed an increase in β-catenin expression upon IGFBP2 over expression, we sought to examine the correlation of β-catenin and IGFBP2 staining in human breast cancer tissues. Towards this we performed IHC on 38 grade III Invasive Ductal Carcinoma tissues for β-catenin and IGFBP2 expression. A representative staining pattern of IGFBP2 and β-catenin expression is depicted in Figure 5. It was observed that 27 out of 38 tumors stained positive for IGFBP2. There was a positive correlation between IGFBP2 and β-catenin expression with 26 out of 27 IGFBP2 positive tumor samples also staining positive for β-catenin (Table 6). Tissues with β-catenin expression exhibited a heterogeneous mixture of membranous and cytosolic β-catenin accumulation. In addition, more lymph node metastasis was observed in patients positive for both IGFBP2 and β-catenin proteins (18/24, 75%) compared with patients with low levels of both proteins (1/24, 4%) (p = 0.0006).

**Figure 5:**
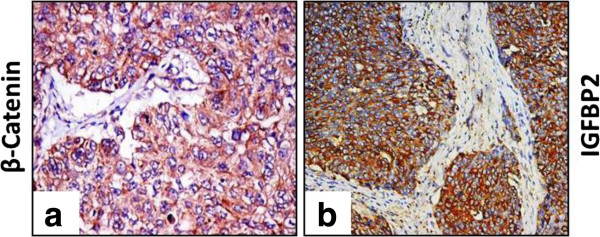
**β-catenin and IGFBP2 expression in breast cancer tissues.** Representative micrographs showing β-catenin staining in cancer tissues. **a** β-catenin staining of a section of IDC 3 breast tumors showing cytoplasmic and membrane staining. **b** represents breast cancer tissue section stained for IGFBP2 showing predominantly cytoplasmic staining.

**Table 6:** IGFBP2 and β-catenin expression in breast cancer tissues

***S. No.***	***Case No.***	***IGFBP2***	***β-catenin***	***Nodal status***
**1**	160	+	+	+
**2**	159	+	+	-
**3**	157	+	+	-
**4**	171	+	+	+
**5**	150	+	-	+
**6**	151	-	+	+
**7**	180	+	+	-
**8**	176	+	+	+
**9**	174	+	+	+
**10**	168	+	+	+
**11**	165	+	+	+
**12**	162	+	+	-
**13**	149	+	+	+
**14**	148	+	+	+
**15**	143	+	+	+
**16**	142	+	+	+
**17**	140	+	+	+
**18**	138	+	+	-
**19**	137	+	+	-
**20**	134	+	+	+
**21**	133	+	+	-
**22**	132	+	+	-
**23**	130	+	+	+
**24**	70	+	+	+
**25**	94	-	-	-
**26**	87	+	+	+
**27**	49	+	+	+
**28**	63	+	+	+
**29**	117	+	+	+
**30**	108	-	+	+
**31**	96	-	-	-
**32**	85	-	+	-
**33**	77	-	-	+
**34**	48	-	+	+
**35**	57	-	+	+
**36**	78	-	+	+
**37**	30	-	-	-
**38**	31	-	-	-

No significant association of combined expression of IGFBP2 and β-catenin was observed with ER, PR, Her2 or triple negative receptor status of breast tumors.

## Discussion

Enhanced expression of IGFBP2 is associated with a large number of malignant cancers that include tumors of breast, ovarian, glioma and prostate. Primarily known for its growth inhibitory actions in physiological context, IGFBP2 has now been shown to promote growth and tumorigenesis in numerous cancer cells such as glioma, prostate and colon cancers [15-18]. To gain further insights into the role of IGFBP2 in breast cancer, we have attempted to identify the molecular players in IGFBP2 associated tumorigenesis in breast cancer. To elucidate the molecular targets of IGFBP2, we perturbed IGFBP2 expression by shRNA and the differential gene expression was determined using whole genome microarrays. IGFBP2 knockdown resulted in significant changes in the expression of genes associated with cellular proliferation and tumorigenicity. The down regulated genes were found to be associated with several pathways, notably Cell cycle, p53 and Wnt pathways as revealed by GSEA. Comparison of our data with a previous microarray study of IGFBP2 regulated genes in glioma cells [29] revealed an overlap of about 22% genes with wild type IGFBP2 over expressing cells and 23% genes with RGE mutant IGFBP2 over expressing cells. Pathway comparisons revealed Cell cycle, p53 signaling, oxidative phosphorylation, nucleotide metabolism and Wnt signaling pathway to be common among the two data sets (Additional file 8: Figure S4). To further validate these results in breast cancer tissues, we performed whole genome expression analysis in 19 breast tumors which were categorized as IGFBP2 positive or negative based on immunohistochemical staining pattern. Compared to IGFBP2 negative tumors, IGFBP2 positive tumors showed increased expression of genes belonging to MAPK signaling, Focal adhesion and Wnt signaling.

IGFBP2 correlation with proliferation has been studied extensively in several tumor cells including in breast cancer cells. The effect of IGFBP2 on proliferation has been shown to be context dependent. In prostate, ovarian, nephroblastoma cells, it has a pro proliferative action [19,21-24]. In contrast IGFBP2 has an antiproliferative effect on HEK, Hs578T [32,33]. Our data on the regulation of different pathways such as MAPK, Cell cycle, Focal adhesion and Wnt corroborate the reported functional significance of IGFBP2 with respect to its pro proliferative and tumor promoting roles in breast cancer cells.

One of the important and novel findings from this study is the regulation of Wnt signaling pathway genes by IGFBP2. So far, only IGFBP4 has been reported to activate Wnt signaling pathway in renal cell carcinoma [34]. Activation of canonical Wnt signaling promotes tumorigenesis by regulating cell survival, proliferation and invasion of many cancers [35]. In numerous tumors cytoplasmic and/or nuclear accumulation of β-catenin has been shown to be a strong indicator of aberrant Wnt pathway activation. Elevated cytosolic and nuclear accumulation of β-catenin has been associated with a variety of malignancies and inversely correlated with patient survival [36-39], Wnt activation leads to stabilization and translocation of β-catenin from cytoplasm to the nucleus where it associates with T-cell factor (TCF)/lymphocyte enhancer transcription (LEF) factors to activate target genes that are involved in cell survival, proliferation, and invasion [40,41]. In order to establish Wnt pathway activation by IGFBP2, we examined the canonical Wnt signaling target, β-catenin in IGFBP2 knockdown breast cancer cells. Compared to Vector transfected cells, IGFBP2 knockdown cells showed remarkably decreased levels of β-catenin. When IGFBP2 was re expressed in the knockdown cells, as expected there was substantial increase in β-catenin levels indicating that IGFBP2 regulates β-catenin. Interestingly, inhibition of IGF1R or integrin signaling resulted in the loss of β-catenin regulation by IGFBP2. These data suggest that IGFBP2 acts through IGF1R and integrin pathways in the regulation of β-catenin. Although the mechanisms are not clear, recently Uzoh et al. demonstrated an increased proliferation of prostate cancer cells by IGFBP2 in an IGF1R dependent manner [20]. It is also known that IGF independent actions of IGFBP2 are mediated by the activation of integrin signaling through RGD motif present in the C-terminal region of IGFBP2 protein [30]. Role of integrin receptors in pro-tumorigenic action of tumor cells is well established [42,43]. Hence, it is conceivable that activation of integrin signaling by IGFBP2 leading to FAK phosphorylation may be an important step in the activation of IGF1R by IGFBP2. In congruence with this, it has been reported that activated FAK phosphorylates and stabilizes IGF1R in mouse embryonic fibroblast [44]. Very recently, IGFBP2 in association with IGF1 was found to activate IGF1R in endothelial cells [45]. Taken together, regulation of Wnt pathway by IGFBP2 involves FAK and IGF1R in breast carcinogenesis. However, the mechanism (s) by which FAK and IGF1R signaling converge on the regulation of Wnt pathway by IGFBP2 needs further investigations.

Another important finding from our data is the correlation of IGFBP2 over expression with elevated β-catenin levels in breast tumors. In humans, breast tumors frequently exhibit elevated levels of IGFBP2 [12] and β-catenin, with higher expression levels of β-catenin correlating with a decreased patient survival [39]. In mice, over expression of an activated β-catenin leads to the development of mammary hyperplasia and adenocarcinomas [46]. These studies coupled with our data suggest that regulation of β-catenin could be an important step for the pro-tumorigenic actions of IGFBP2. Most significantly, when both IGFBP2 and β-catenin expression was correlated with the lymph node status of breast cancers, we found a significant association of IGFBP2 and β-catenin staining with increased lymph node metastasis in comparison with tumors which did not show staining for either protein. Interestingly, in a previous report, expression of IGFBP2 and IGFBP5 were correlated with increased lymph node metastasis in T1 breast carcinoma. However our data shows a significant positive correlation of IGFBP2 and β-catenin in lymph node metastasis. Hence, evaluation of IGFBP2, IGFBP5 along with β-catenin may provide a stronger predictive value for the prognosis of breast cancer.

## Conclusion

This study highlights the pathways and genes regulated by IGFBP2 in breast cancer. Most importantly, this study reports regulation of β-catenin by IGFBP2 and their association in the lymph node metastasis. These findings are highly relevant in the prediction of breast cancer progression.

## Methods

All the tissues for this study were collected after obtaining written informed consent from the patients. This study and the protocols were approved by the Institutional Ethics Committee of Kidwai Memorial Institute of Oncology, where the patients were treated.

### Cell culture and transfection

BT474, a breast cancer cell-line was cultured in DMEM (Sigma-Aldrich, USA) with 10% foetal bovine serum (FBS), 100 units/ml penicillin and 100 μg/ml streptomycin, 2.5 μg/ml fungizone (Invitrogen Life Sciences, USA). All the cells were maintained at 37°C in a humid atmosphere with 5% CO_2_. Transfections were performed using Lipofectamine 2000 (Invitrogen) based on the manufacturer’s instructions. In brief, breast cancer cells were transfected with IGFBP2 shRNA expression vector (Origene, Cat no. TR316590) or empty vector (Origene, Cat no. TR20003) and 48 hrs after transfection puromycin (1 μg/ml, Calbiochem) was added to the growth medium. Selection medium was replaced every 2–3 days until individual clones could be identified. After 3 weeks of selection, fourteen puromycin resistant clones of BT474 cells were isolated and expanded in the selective medium. Two clones (C5 and C12) which showed significant down regulation of IGFBP2 expression were selected for further experiments Reversion of IGFBP2 expression in IGFBP2 knockdown cells was achieved by transfecting IGFBP2 cDNA sub cloned into pcDNA3.1 vector (Invitrogen). Pathway inhibitor treatments were performed using IGF1R inhibitor (PPP, 10 μM, Calbiochem Cat. No. 407247) and Focal Adhesion Kinase inhibitor (PP2, 10 μM, Calbiochem Cat. No. 529573).

### Immunoblot analysis

For immunoblot analysis, cells were grown in growth medium till they achieved 50-70% confluency, washed with serum free DMEM and cultured in serum free medium for another 48 h. The spent medium was collected, concentrated using centrifugal filter units (Millipore, Amicon ultra-3 k) and equal amounts of protein as determined by the Bio-Rad DC protein assay (Bio-Rad, USA) were separated on 12.5-15% polyacrylamide gel and electrophoretically transferred onto PVDF membranes (Immobilin P, Millipore). Membranes were pre-incubated for 1 h with 5% non-fat dry milk (Fluka, Sigma-Aldrich) in Tris buffered-saline containing 0.1% Tween 20 (TBST) and then were incubated overnight with primary antibody. (IGFBP2 C-18: sc-6001, Santa Cruz Biotechnology, Inc, CA). Membranes were washed thrice for 15 min in TBST at room temperature, incubated with appropriate horseradish-peroxidase conjugated IgG (Sigma-Aldrich) at a dilution of 1:2000 for 1 h at room temperature and the complex detected using Super Signal West Femto chemiluminescence (Pierce, Thermo Scientific), as per the manufacturer’s instructions.

### RNA extraction and gene expression profiling

Total RNA from frozen tumor tissues and tumor cells was extracted using the TRI reagent (Sigma-Aldrich) according to the manufacturer’s protocol. The concentration of RNA was estimated by measuring the absorbance at 260 nm (Nano Drop ND-1000 spectrophotometer) and integrity was verified on a denaturing 1% MOPS-formaldehyde agarose gel followed by ethidium bromide staining. For expression profiling, microarray experiments using whole genome human arrays (4×44K, Agilent) were used. The microarray hybridizations were performed as described before [47]. Microarray analysis was performed by R-Bioconductor (limma package) using subtract method for background correction [48]. Loess normalization was applied for dye bias and Quantile normalization was applied for spatial variation [49]. Linear model and empirical Bayes methods (limma) was used for assessing differentially regulated genes [50]. Benjamini Hochberg correction was applied for P value correction. Hierarchical cluster was done by Mev4.1 using Euclidean distance metric. The data was clustered by averaged linkage [51]. Adjusted p value cut-off was used as 0.05 for differentially regulated genes. Gene expression data are deposited into GEO (Clone arrays: GSE40682, Breast cancer tissue arrays: GSE40206).

### Real-time qPCR assay

For RT-PCR, cDNA was synthesised from total RNA using the cDNA Archive kit (Applied Bio systems, USA). cDNA equivalent to 10 ng of total RNA was used for all the PCR reactions using Dynamo SYBR green mix (Finnzymes, Finland) in ABI Prism 7900HT sequence detection system (Applied Bio systems, USA). The sequences of the primers are shown in Additional file 9: Table S5. The analysis has been done using SDS 2.1 software (Applied Bio systems, USA). For normalization of RT-PCR data, ribosomal protein L35a (RPL 35a) and TATA Binding Protein (TBP) were used for cells and tissues, respectively.

### Immunoflourescence

Cells were grown on sterile cover-slips till they were about 50% confluent. The growth medium was discarded; cells were washed twice with chilled DPBS and were fixed in ice cold methanol for 10 minutes at −20°C. The fixed cells were then washed with DPBS thrice. For blocking non-specific binding of the antibodies, the cells were incubated with 1% BSA in PBS for 60 min followed by overnight incubation with protein specific antibodies (β-catenin, 1:50; IGFBP2, 1:25) in a humidified chamber at 4°C. After the overnight incubation, the cells were washed thrice with PBS and incubated with the secondary antibody, 1:1500 dilution of alexa flur 488 (anti-rabbit, for β-catenin) and alexa flur 633 (anti-goat for IGFBP2) (Molecular probes, Invitrogen, USA) in PBS for 1 hour in dark. All steps thereafter were performed in the dark. After 1 h, the cells were again washed thrice with PBS and counterstained with 33 μg/ml Propidium Iodide for 5 minutes and mounted in anti‒fade solution on clean slides. The stained cells were visualized using a confocal microscope (LSM 510 Meta, Carl-Zeiss) and were photographed.

### Tissue samples and immunohistochemistry

For histology, sections of breast tumor tissues were obtained from blocks archived in the Department of Pathology at the Kidwai Memorial Institute of Oncology (KMIO). The status of estrogen receptor (ER), progesterone receptor (PR), Her2/neu, and pathological data like tumor grade, size and lymph node status were obtained from the pathology records of the respective patients. Tissue sections (5 μm) from the paraffin embedded tumor specimens were collected on silane-coated slides and immunohistochemistry for IGFBP2 and β-catenin was performed on 38 samples. Antigen retrieval was done by heat treatment of the deparaffinised sections in Citrate buffer (10 mM; pH 6.0). After the initial processing steps, sections were incubated overnight with respective primary antibodies - IGFBP2 (C-18: sc-6001, Santa Cruz Biotechnology, Inc, CA) and β-catenin (C 2206, Sigma-Aldrich), at 4°C. This was followed by incubation with the linked streptavidin- biotinylated secondary antibody (Universal LSAB, DAKO, Denmark) for IGFBP2 and with supersensitive non-biotin horseradish peroxidase detection system (QD440-XAK, Biogenex) for β-catenin antibodies. 3, 3’-Diaminobenzidine (Sigma-Aldrich) was used as the chromogenic substrate.

### Evaluation of immunohistochemistry

The scoring method used for IGFBP2 and β-catenin expression was based on semi quantitative scoring method as described before [52] where both intensity and percentage of cells with positive staining were counted and a combined score was given. The combined score was arrived by the multiplication product of both the scores. The scores are, (1) percentage of cells: no staining = 0; 10% or less of cells stained = 1; 11–50% of cells stained = 2; and 50% or more of cells stained =3; (2) intensity: no staining = 0, weak staining = 1, moderate staining = 2, and strong staining = 3. Thus, the combined scores ranged from 0–9. Only scores from 4–9 were considered positive for staining.

#### Statistical analysis

Statistical significance for all experimental analyses (except microarray) was determined by Student’s t-test or one-way analysis of variance GraphPad Prism 5.0 software (GraphPad Software, Inc., La Jolla, CA, USA). For correlation analysis Fisher’s exact test was utilized.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

PS planned, executed, interpreted experiments, manuscript writing; VRP, SP and AB executed some experiments; NK did the microarray analysis; MVK and GM contributed in the planning and recruitment of patients and samples, clinical evaluation; PK, planned the experiments; manuscript writing and resources. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 List of common probe between IGFBP2 Knockdown clones C5 and C12. Click here for file

Additional file 2: Figure S1 Gene expression changes in IGFBP2 knockdown cells upon IGFBP2 over expression. Cells were plated and 24 h later transfected with pcDNA3.1-IGFBP2 and /or pcDNA3.1 vector. 48 h post transfection, RNA was extracted and gene expression was analyzed by Semi quantitative RT-PCR analysis. Representative ethidium bromide gel shows the expression of genes regulated upon forced expression of IGFBP2 in **a**) clone C12 and **b**) clone C5. Expression values were quantitated and the graph (right) represents fold change over control after normalization with the expression of RPL35A. Click here for file

Additional file 3 List of Differentially expressed probes between IGFBP2 positive and negative breast tumors. Click here for file

Additional file 4: Figure S2 Validation of Wnt target genes in IGFBP2 positive and IGFBP2 negative tumors. Scatter plots of differentially regulated genes in tumor tissues compared to the expression in normal tissues. Log 2-transformed gene expression ratios obtained from real-time quantitative PCR analysis normalized to TBP expression are plotted. Each dot represents data derived from one sample. Click here for file

Additional file 5 List of differentially regulated probes common between IGFBP2 knockdown clones and IGFBP2 positive/negative tumors. Click here for file

Additional file 6 List of pathways associated with differentially regulated genes common between IGFBP2 knockdown clones and IGFBP2 positive/negative tumors. Click here for file

Additional file 7: Figure S3 Regulation of β-catenin by IGFBP2 is IGF1R and FAK dependent. MDA-MB-231 cells were transfected with IGFBP2 and 36 h. after transfection cells were fixed and analyzed for β-catenin and IGFBP2 protein. For inhibitor treatements, 24 h. after transfection cells were treated with IGF1R or FAK inhibitor for 12 h. Cells were fixed and analyzed for β-catenin and IGFBP2 expression. Expression of β-catenin and IGFBP2 is shown in green and blue, respectively. Nucleus was stained using propidium iodide (PI) as shown in red Original magnification was 63×. V, Vector control; OE, Over expression; Inh, inhibitor. Click here for file

Additional file 8: Figure S4 Comparison of IGFBP2 regulated genes in knock down cells with other available data sets. **a**) Venn diagram showing genes common between IGFBP2 over expressing glioma cells (GEO accession no. GSE35467) and IGFBP2 knock down breast cancer cells (Additional file 1: Table S1). **b**) Venn diagram showing genes common between RGE mutant IGFBP2 over expressing glioma cells (GEO accession no. GSE35467) and IGFBP2 knock down breast cancer cells (Table S1). OV, over expression; KD, knockdown; RGE, RGE mutant IGFBP2. Click here for file

Additional file 9 List of primer sequences used for qPCR. Click here for file

# Supplementary material for: Regulation of protumorigenic pathways by Insulin like growth factor binding protein2 and its association along with β-catenin in breast cancer lymph node metastasis
**Source:** Mol Cancer. 2013 Jun 16;12:63. doi: 10.1186/1476-4598-12-63
**Supplement:** Additional file 8: Figure S4 — Comparison of IGFBP2 regulated genes in knock down cells with other available data sets. a) Venn diagram showing genes common between IGFBP2 over expressing glioma cells (GEO accession no. GSE35467) and IGFBP2 knock down breast cancer cells (Additional file 1: Table S1). b) Venn diagram showing genes common between RGE mutant IGFBP2 over expressing glioma cells (GEO accession no. GSE35467) and IGFBP2 knock down breast cancer cells (Table S1). OV, over expression; KD, knockdown; RGE, RGE mutant IGFBP2.

## Slide 1
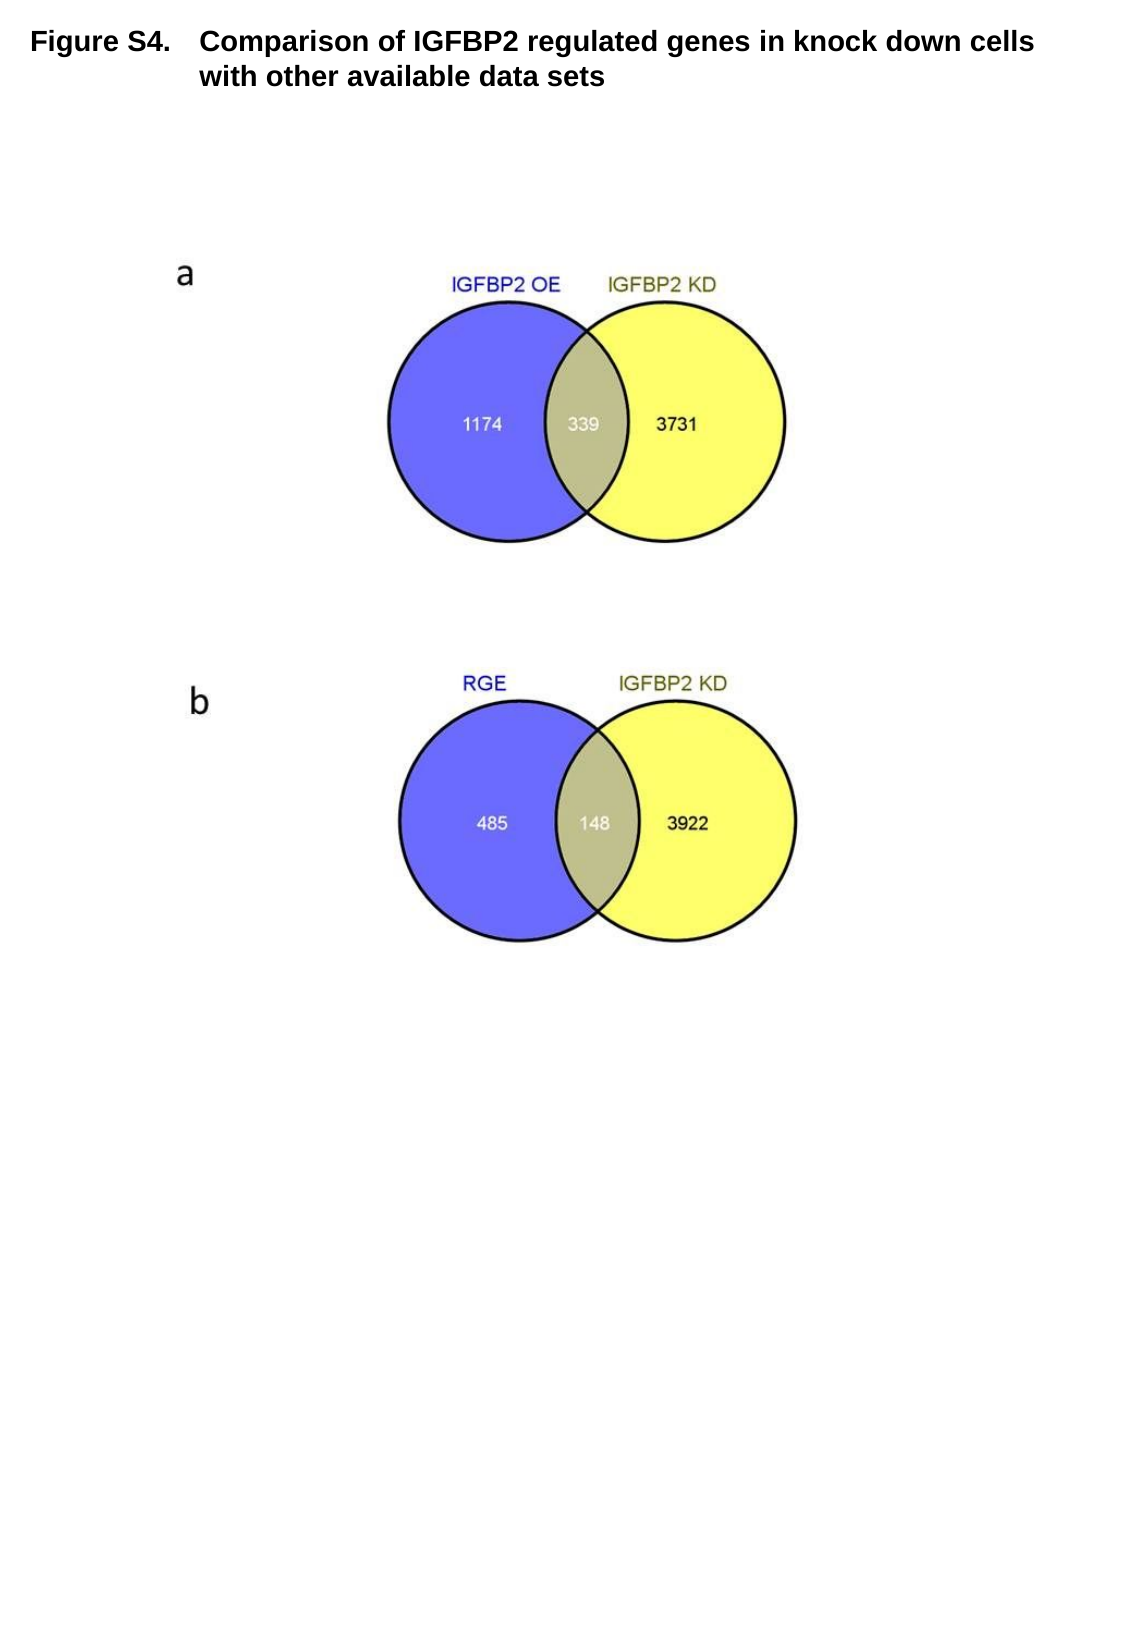

Figure S4.
Comparison of IGFBP2 regulated genes in knock down cells with other available data sets

How the deposited data were processed for this re-analysis (not part of the article)

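Gene expression was measured in BT474 breast cancer cells, in the IGFBP2 knockdown clones C5 and C12 and in vector transfected cells, on 4 Agilent whole human genome arrays with 2 channels each. Each clone has 2 arrays, on which it carried Cy5 and the vector cells Cy3, and all 4 arrays lie on 1 slide read in 1 scan. The labels do not say whether the arrays of a clone stand for separate cultures, or whether 1 extract of vector RNA served all arrays. The breast tumors, the qPCR and the protein measurements of the paper were not analysed here.

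The authors deposited the intensity of each spot and of its local background, in both channels, as Agilent Feature Extraction 9.5.3.1 read them from the scan, without further normalization. The same deposited files hold processed signals, an intensity from which Feature Extraction had subtracted background, removed spatial trends and normalized the dyes, with low spots replaced by surrogate values. They also hold the log10 ratio of red over green processed signals, and the authors' series matrix holds the same log10 ratio to 3 digits, with a median of 0 on each array. The probe positions in the files are on hg17. Gene symbols were brought up to date with the GRCh38.p14 annotation, which was used for names only: 23434 probes were named through their accession, 3360 through their symbol or an older symbol, and 14206 kept the name in the file.

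The paper's methods were followed where they name a step. The median background was subtracted from the mean signal of each channel, and a channel at or under its background gave no value on that array (729 to 1024 spots in red and 1408 to 2339 in green). Spots marked as outliers by Feature Extraction (174 to 273 per array) were left out. Saturated spots (517 to 580 in red, 5 to 12 in green) were kept, although saturation limits their ratio. Loess normalization was run within each array without the control spots, and quantile normalization was run on the average intensity, the default of limma for arrays of this kind, which leaves the log2 ratios as they were. The spots of a probe were then averaged. A linear model with a coefficient for each clone was fitted with lmFit and eBayes in limma 3.58.1 under R 4.3.3, so that the clones share the estimate of spread, with 2 residual degrees of freedom. Log2 ratios were tested against 0, two-sided, with the Benjamini-Hochberg adjustment within each clone, and C12 minus C5 was tested as a contrast of the same fit. A probe was called at an adjusted p under 0.05, and called in both clones when this held in both with the same sign. Tests in both clones and of the difference used the 34702 probes with values on all 4 arrays. Well above background is the mark that Feature Extraction gives a spot in a channel. Where 1 channel was not well above background, the change is given as a lower bound, with that channel at the larger of its own signal and the lowest signal well above background on the array. If its own signal is the larger, the bound equals the measured ratio and is not a firm limit. The test against 0 leaves out the spread of the vector cells, and the correlation of the clones was set beside 20 draws of simulated cultures without change, in which 1 control served all arrays. The spread of each culture, the control too, was taken for each probe from the difference between C5 and C12. The simulated correlation follows from that choice. The calls were tested on simulated data, in which 38% of 50 probes changed by 2 on the log2 scale in both clones, among unchanged ones, were called, while a change of 2 in C12 alone was called in 0 of 100 probes as a difference between clones. With 8000 changed probes, 68.7% of changes of 1 were called, and 26 unchanged probes. The number of arrays thus limits the calls most where few probes change. The simulated data held the spread between arrays alone, without spread between cultures, a shared control or a dye bias. They therefore give no rate of false calls for the knockdown. In simulated lists, camera called 0 of 30 unchanged lists with the preset correlation. A list of 40 probes lowered by 0.8 had adjusted p = 2.01e-05 from camera with the preset correlation and adjusted p = 0.886 with an estimated correlation. The simulated probes varied independently of each other, so these values do not tell which correlation suits real lists, whose genes may vary together.

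A gene was represented by its probe with the highest average intensity. The genes named are, by a rule fixed before the data were examined, every gene the paper names for the clones, the 10 highest and 10 lowest in both clones among genes well above background on all arrays, the 5 lowest by a lower bound, the 5 with the largest difference between the clones in each direction, and up to 3 called members of each gene list with its brightest member not called in both. The values of the paper's tables had been seen when the rule was written. Members of a list that make up a count of 5 or fewer are also named; those outside the rule were chosen after their values were seen. Some genes that fall under the rule are not reported here. The 31 gene lists were written before the data were examined: those on the pathways named by the paper (cell cycle, DNA replication, homologous recombination, mismatch repair, nucleotide excision repair, pyrimidine nucleotide synthesis, oxidative phosphorylation, spliceosome, tubulins and actins, p53 signalling, Wnt signalling, TGF-beta signalling) and others, including markers of blood and immune cells and of basal and mesenchymal cells. They were written from general knowledge after Table 1 had been seen, and 13 of 37 members of the mitotic list and 1 to 3 members of 11 other lists are in that table. The lists were therefore also tested without the genes of Table 1, a step added after the values were seen. The lists were tested with camera in limma with a preset correlation of 0.01, and with the correlation estimated, with the adjustment over the 31 lists, and with fgsea 1.28.0 as an alternative. The 16 alternatives for a list do not count the estimated correlation, whose p stands beside each list. Among them, leaving out normalization between arrays changes no log2 ratio and repeats the main result, here and wherever alternatives or settings are counted. The GSEA of the paper was not repeated, since the list of regulated probes in Additional file 1 was available only in part.

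The alternatives were normexp background with an offset of 50, the processed signals centred on the median, the authors' series matrix values, quantile normalization over both channels, no normalization between arrays, median centring in place of loess, leaving out dim probes, keeping outlier spots, leaving out each array, a replicate block, an intensity trend with a robust prior, a least log2 ratio of 0.58, spots in place of probes, a separate fit for each clone, and, for the lists, fgsea and the median of a gene's probes. Normexp background joined with the least log2 ratio of 0.58 was added after the values were seen, as were the lists without the genes of Table 1.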

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

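The tests of dye bias, of the vector RNA, of the level of IGFBP2, of the normalization and of dim probes, and of the lists without the genes of Table 1, were chosen after the results they bear on had been seen; the test of chromosome segments was written down before its result.

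The genes of the mitotic spindle and kinetochore, all 37 lower in both clones and 13 of them in Table 1, differed between the clones, with a median C12 minus C5 of 0.37 (adjusted p = 0.00106 from camera, adjusted p = 0.585 with an estimated correlation). A dye bias of single probes is argued against by the other probes of these genes, of which 100% (9 of 9, for 7 genes) were lower in both clones, against 13.2% of all probes. An effect that grows with the loss of IGFBP2 mRNA would put the lower levels in C12, and the median of 0.37 goes the other way. The difference of the list passed under each of 14 alternatives with the preset correlation (adjusted p 0.000316 to 0.0182 from camera). With 1 clone at each level of IGFBP2, other differences between the clones cannot be told apart from such an effect, so it stays open. The paper's blot shows a faint IGFBP2 band in C12 and none in C5, so an effect that follows the secreted protein stays open too. The labels name 1 kind of vector RNA, so a vector culture that divided faster than the clones cannot be told apart from a slower division of the clones, and whether the latter may come from the knockdown or from the selection of clones was not tested.

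The unfolded protein response, which the paper does not discuss for the clones, was higher in both clones: 25 of 38 genes rose, 1 (ERO1A) fell and 12 were not called in both (1 lower and 26 higher when adjusted over the list alone), with a median of 0.97 (adjusted p = 1.05e-07 from camera, adjusted p = 0.222 with an estimated correlation; without 2 members in Table 1, adjusted p = 5.86e-07 from camera, adjusted p = 0.234 with an estimated correlation), SEL1L, of the degradation of misfolded proteins, having 2.14 and 2.08, and ATF4, saturated in red on all 4 arrays and not called in both, -0.27 and -1.05. Another probe of ATF4, saturated in neither channel on any array, had -0.11 and -0.51 and was not called in both either. An origin in the normalization or background is argued against, since the median of the list stayed at least 0.88 above that of all genes under the alternatives run. An effect that grows with the loss of IGFBP2 mRNA stays open, since the median C12 minus C5 of -0.29 (adjusted p = 0.0946 from camera, adjusted p = 0.585 with an estimated correlation) did not pass in the main analysis or under any of the 14 alternatives (adjusted p 0.0623 to 0.179). A dye bias of the probes cannot be told apart, since 33.3% (7 of 21) of the other probes of 18 of these genes were higher in both clones, against 12.1% of all probes. A stress of the endoplasmic reticulum in the clones may also play a part and, as for the mitotic genes, so may the state of the vector cells; neither was tested.

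The clones differed from each other in 6555 of 34702 probes, and in 0 from limma without any 1 of the arrays or with the replicate block (9103 to 10717 and 12002 at an unadjusted p under 0.05). Noise of dim probes cannot account for 5887 of the 6555, which were well above background in both channels on all 4 arrays. Of such probes 26.5% differed and of the rest 5.37%, a ratio of 4.93. Dim probes vary more between arrays and so are called less often, so this ratio does not tell how far noise acts among them. Gains or losses of chromosome segments in 1 of the clones may contribute: C12 minus C5 of genes 10 places apart on a chromosome had a correlation of 0.061, against -0.021 to 0.023 in 1000 shuffled orders. Windows of 30 genes passed a threshold of 0.59 in the mean, the 95th percentile of the largest window of shuffled orders, in 7 segments of hg17, whose windows with the largest mean were lower in C12 on chromosome X from 2577860 to 13798003 (-1.23), chromosome X from 55055379 to 69169049 (-0.89), chromosome 6 from 145203595 to 151771601 (-0.80) and chromosome 2 from 43370096 to 48736968 (-0.63), and higher on chromosome 16 from 638364 to 1355346 (0.66), chromosome 17 from 77225877 to 77663557 (0.62) and chromosome 7 from 148390049 to 150349660 (0.62). The medians of these windows, in the same order, were -0.83, -0.84, -0.56, -0.51, 0.61, 0.75 and 0.62. Whether the related VCX genes of chromosome X weigh on the mean of the first window was not tested. No DNA was measured, and other differences between clones of 1 cell line stay open.

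Single genes with a large difference C12 minus C5 were BMP4 (3.08), PTPN13 (3.07), BRD3 (2.94), WNT11 (2.92) and HBE1 (2.91), higher in C12, and VCX3A (-5.18), VCX2 (-5.16), VCX (-5.14), SYT13 (-4.40) and ZC4H2 (-3.78), lower in C12. The cell cycle list had a median C12 minus C5 of 0.31 (adjusted p = 0.0406 from camera, adjusted p = 0.585 with an estimated correlation), and the list of lysosome and autophagy genes one of -0.39 (adjusted p = 0.0235 from camera, adjusted p = 0.585 with an estimated correlation).

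Other lists that passed and that the paper does not discuss for the clones are given as values. Of 33 genes of hypoxia and glycolysis, 16 were lower in both clones, 4 (VEGFA, PFKM, P4HA2 and MXI1) were higher and 13 were not called in both (16 lower and 5 higher when adjusted over the list alone), with a median of -0.82 (adjusted p = 0.000808 from camera, adjusted p = 0.222 with an estimated correlation). CA9, a carbonic anhydrase induced by hypoxia, had -3.51 and -3.20, ANKRD37 -2.84 and -3.13 and EGLN3, an oxygen sensor, -3.39 and -2.21, while ALDOA, an enzyme of glycolysis, had -1.46 and 0.017 and was not called in C12. Of 30 immediate early genes, 11 were higher, 3 (IER3, NR4A1 and KLF10) were lower and 16 were not called in both (4 lower and 14 higher when adjusted over the list alone), with a median of 0.38 (adjusted p = 0.0190 from camera, adjusted p = 0.235 with an estimated correlation). The list passed in C5 and not in C12: by clone, medians of 0.63 in C5 and 0.23 in C12, with adjusted p = 0.000686 and adjusted p = 0.201 from camera (adjusted p = 0.208 and adjusted p = 0.399 with an estimated correlation). The difference between the clones did not pass (adjusted p = 0.121 from camera, adjusted p = 0.585 with an estimated correlation). In both together, the call was lost without the 3 members in Table 1, FOS, FOSB and ATF3 (adjusted p = 0.0925 from camera, adjusted p = 0.320 with an estimated correlation). FOS had 2.28 and 4.30, FOSB 2.11 and 4.39 and ATF3, which is also in the list of the unfolded protein response, 3.62 and 2.44. Of 39 genes of lysosome and autophagy, 14 were higher, 2 (GLA and GUSB) were lower and 23 were not called in both (2 lower and 16 higher when adjusted over the list alone), with a median of 0.46 (adjusted p = 0.000888 from camera, adjusted p = 0.222 with an estimated correlation; without LAMP3, which is in Table 1, adjusted p = 0.00160 from camera, adjusted p = 0.234 with an estimated correlation). WIPI1, of autophagosome formation, had 2.68 and 1.42, and CTSB, cathepsin B, 1.89 and 1.23. Of 37 genes of the type I interferon response, 13 were lower, 0 were higher and 24 were not called in both (14 lower and 0 higher when adjusted over the list alone, and 1 higher at an unadjusted p under 0.05 from limma), with a median of -0.22 (adjusted p = 0.0146 from camera, adjusted p = 0.275 with an estimated correlation), and the call was lost under 1 of 16 alternatives (0.0110 to 0.0699), the processed signals (adjusted p = 0.0699). OAS3 had -2.45 and -1.89, SP100 -1.61 and -1.71 and IFIT1 -0.97 and -1.68. Of 76 cytosolic ribosomal protein genes, 10 were lower, 5 (among them RPL4, RPL6, RPL36 and RPS15A) were higher and 61 were not called in both (8 lower and 5 higher when adjusted over the list alone), with a median of -0.16 (adjusted p = 0.0323 from camera, adjusted p = 0.233 with an estimated correlation). The probes of RPS15A were saturated in red on 1 to 4 arrays, which limits their ratios, and saturation of the other genes of this list was not counted. The list passed in neither clone alone: by clone, medians of -0.12 in C5 and -0.19 in C12, with adjusted p = 0.0876 and adjusted p = 0.0616 from camera (adjusted p = 0.238 and adjusted p = 0.277 with an estimated correlation). In both together, the call was lost under 8 of 16 alternatives (0.00153 to 0.921), among them those without C5 replicate 1 (0.0558) and without C12 replicate 2 (0.0535), and the direction turned upward under 2 of them, quantile normalization over both channels and the median of a gene's probes. Of 28 targets of Wnt and beta-catenin, some of which the paper studied in tumors, 11 were lower, 4 were higher and 13 were not called in both, with a median of -0.50 (adjusted p = 0.00477 from camera, adjusted p = 0.222 with an estimated correlation; without BIRC5, which is in Table 1, adjusted p = 0.0124 from camera, adjusted p = 0.234 with an estimated correlation). The list passed in C5 and not in C12: by clone, medians of -0.72 in C5 and -0.11 in C12, with adjusted p = 0.000575 and adjusted p = 0.278 from camera (adjusted p = 0.208 and adjusted p = 0.399 with an estimated correlation). For these targets too the difference between the clones did not pass (adjusted p = 0.0946 from camera, adjusted p = 0.585 with an estimated correlation).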

How the results depend on the processing

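The alternative that joins normexp background with a least log2 ratio of 0.58, and that of lists without the genes of Table 1, were chosen after the results were seen; the others were planned. Counts stayed within 1.5 times their value, and the correlation within the spread of single arrays, unless given here; the cause was not tested, apart from fewer arrays or a stricter threshold where the alternative itself brings them. Lists lower were 11 to 16 and lists higher 3 in every planned setting but the estimated correlation, and 14 and 2 without the genes of Table 1. Probes differing between the clones (6555) were 13782 with normexp background, 10105 with processed signals, 11047 with the series matrix, 12766 without dim probes and 14742 with an intensity trend and robust prior. The correlation of the clones was 0.714 with normexp background, 0.709 with processed signals, 0.693 with the series matrix and 0.732 without dim probes. Processed signals gave 22896 probes in C12 and 8489 higher in both clones, with a median of all genes of 0.16 in place of 0.055. With a replicate block, limma called 8744 in C12, 2424 higher and 2960 lower in both, and 0 differing (12002 at an unadjusted p under 0.05); the numbers of the arrays do not pair them, since the deviations of the clones had a correlation of -0.0035. A least log2 ratio of 0.58 gave 2541 higher, a separate fit for each clone 1390 higher and 1926 lower, and the alternative chosen later 1679 higher and 2153 lower. With the correlation estimated, camera called 0 lists lower and 0 higher, with 0 of 31 at an adjusted p under 0.05 and 5 at an unadjusted p under 0.05.

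With 1 array left out, the lone array is assumed to vary like those of the other clone, which leaves fewer arrays for the test. Limma then called 0 to 8928 probes in C5, 0 to 6705 in C12, 0 to 0 higher and 0 to 0 lower in both (3761 to 4406 and 4181 to 4638 at an unadjusted p under 0.05) and 0 to 0 differing, and the correlation was 0.494 to 0.506. Calls in C5 ended without either of its arrays, and calls in C12 without either of its own. WNT11 in C5 was -0.074 to 0.38 and ALDOA in C12 -0.0098 to 0.045.

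Of the values of the named genes, 2250 kept direction and side of the threshold under settings with all 4 arrays, 35 passed the threshold newly, 5 no longer passed and 6 turned. The last are, in C5, IGF2 (0.027 with processed signals, 0.047 with median centring), ATF4 (0.14 with processed signals, 0.087 with quantile normalization over both channels) and RPS19 (0.081 with the latter), and ALDOA in C12 (-0.29 with the latter); none of these had been called. With 1 array left out, 464 of these values no longer passed and 454 were as before. The signal over background limits the dim probes: 5694 of 34702 tested probes were not well above background in either channel on any array, and 38 of them were called higher and 85 lower in both clones.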

Differences from the paper's values

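The alternative that joins normexp background with a least log2 ratio of 0.58, and that of lists without the genes of Table 1, were chosen after the values were seen; the other settings were set before the data were examined. At the paper's threshold, an adjusted p under 0.05, 8781 probes were called in both clones, and the paper reports 4069. Of these, 4216 were higher, against the paper's 2067, and 4565 were lower, against the paper's 2002. The total was within 1.5 times the paper's with the replicate block (5384), with a least log2 ratio of 0.58 (5629) and with a separate fit for each clone (3316). The higher probes were within that range with the same 3 settings (2424, 2541 and 1390) and the lower ones with the replicate block (2960) and the separate fit (1926), but not with the least log2 ratio. No other planned setting that applies to these counts came within it. The alternative of normexp background with a least log2 ratio of 0.58, chosen after the values were seen, gave 3832, with 1679 higher and 2153 lower, and of the paper's own probes it kept 49 of 50 in Table 1 and 200 of 654 in Additional file 5. Without that least ratio, normexp background called 581 of these 654 in the paper's direction, and subtraction 453 of the 630 it could test.

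For the genes named in the text, 76 log2 ratios of the same probe could be set beside the paper's. HSPA5 is left out, since it is represented here by a brighter probe than that of Table 1. All 76 had the same sign, and 70 differed, by more than the SD of the 2 arrays or, for FN1, with a lower bound over 1.5 times the paper's fold. Both sets of values come from the same arrays, so this SD does not measure the uncertainty of a difference in processing. With a small SD, a small shift also counts as differing. Across 48 probes of Table 1, the Pearson correlation with the paper's values was 0.992 in C5 and 0.995 in C12. It was 0.894 and 0.882 among the lower probes alone, and 0.821 and 0.740 among the higher. The paper's values that follow are those of its Table 1. HMMR had -6.92 in C5 and -7.04 in C12, against the paper's -6.1994 and -6.3340. CEP55 was -6.14 in C5 and -6.30 in C12, and -5.5493 and -5.7555 in the paper. PIMREG had -5.68 in C5 and -5.82 in C12, where the paper lists -5.3231 and -5.5775. CENPF had -5.86 in C5 and -5.63 in C12, against the paper's -5.6859 and -5.5456. UBE2C was -6.44 in C5 and -5.74 in C12, and -6.0374 and -5.5064 in the paper. ASPM had -6.99 in C5 and -6.40 in C12, where the paper lists -5.6626 and -5.4146. BIRC5 had -5.85 in C5 and -5.28 in C12, against the paper's -5.7127 and -5.3579. SPC25 was -6.50 in C5 and -6.10 in C12, and -5.3333 and -5.2314 in the paper. PBK had -6.24 in C5 and -5.76 in C12, where the paper lists -5.3592 and -5.1651. OIP5 had -5.96 in C5 and -5.42 in C12, against the paper's -5.4136 and -5.0805. CDK1 was -5.63 in C5 and -5.05 in C12, and -5.3918 and -4.9418 in the paper. TK1 had -5.32 in C5 and -4.78 in C12, where the paper lists -5.1628 and -4.6138. BUB1 had -6.30 in C5 and -5.57 in C12, against the paper's -4.8189 and -4.5874. TOP2A was -5.63 in C5 and -4.92 in C12, and -4.9585 and -4.5030 in the paper. RRM2 had -5.56 in C5 and -5.14 in C12, where the paper lists -4.6703 and -4.4466. CCNB2 had -4.83 in C5 and -4.55 in C12, against the paper's -4.6828 and -4.4265. IGFBP2 was -2.55 in C5 and -4.54 in C12, and -2.4765 and -4.4074 in the paper. MND1 had -5.37 in C5 and -4.82 in C12, where the paper lists -4.6389 and -4.3051. AGR2 had 5.20 in C5 and 4.48 in C12, against the paper's 4.8060 and 4.2255. FOS was 2.28 in C5 and 4.30 in C12, and 2.1989 and 4.2063 in the paper. FOSB had 2.11 in C5 and 4.39 in C12, where the paper lists 1.5980 and 3.8822. SCEL had 3.97 in C5 and 3.47 in C12, against the paper's 3.6586 and 3.2728. LAMP3 was 4.84 in C5 and 3.46 in C12, and 4.2963 and 3.1041 in the paper. TRPV6 had 3.32 in C5 and 3.32 in C12, where the paper lists 2.6719 and 2.7426. KLK8 had 3.18 in C5 and 3.47 in C12, against the paper's 2.0683 and 2.5972. CLGN was 3.61 in C5 and 3.51 in C12, and 2.4448 and 2.5689 in the paper. ATF3 had 3.62 in C5, where the paper lists 3.5213.

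Additional file 5 gives the following values of the paper, and that of FN1 is set beside a lower bound, which equals its measured ratio. FBLN1 had -2.55 in C5 and -3.39 in C12, against the paper's -2.36 and -3.11. ID1 was -2.37 in C12, and -2.27 in the paper. DCK had -1.53 in C5 and -1.92 in C12, where the paper lists -1.29 and -1.64. LMO2 had -1.31 in C5 and -2.62 in C12, against the paper's -1.36 and -2.49. FN1 was -3.19 in C5 and -3.59 in C12, and -1.80 and -2.17 in the paper. TLR4 had -1.30 in C5 and -2.29 in C12, where the paper lists -0.89 and -1.54. ARHGEF4 had 2.32 in C5, against the paper's 2.36. POPDC3 was 1.24 in C5 and 1.73 in C12, and 0.89 and 1.32 in the paper. KCNN4 had 2.58 in C5 and 1.56 in C12, where the paper lists 2.25 and 1.39. BCL11A had 1.36 in C12, against the paper's 1.27.

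Of the 70 values, 36 fell within the paper's with normexp background. They were HMMR (C5 and C12), CEP55 (C5 and C12), CENPF (C5), UBE2C (C5 and C12), SPC25 (C5 and C12), PBK (C5 and C12), OIP5 (C12), BUB1 (C5), TOP2A (C5 and C12), RRM2 (C5), CCNB2 (C5 and C12), IGFBP2 (C12), MND1 (C5 and C12), FOSB (C5), SCEL (C5), TRPV6 (C5), KLK8 (C5 and C12), CLGN (C5), FBLN1 (C5 and C12), ID1 (C12), DCK (C5 and C12), LMO2 (C12), TLR4 (C5 and C12) and POPDC3 (C5). With the processed signals, 3 fell within: CDK1 (C12), FBLN1 (C5) and DCK (C12). 7 did so with the authors' series matrix values: CENPF (C5 and C12), CCNB2 (C5 and C12), IGFBP2 (C5 and C12) and ID1 (C12). With quantile normalization over both channels, 4 fell within: CDK1 (C12), CCNB2 (C12), IGFBP2 (C12) and ID1 (C12). 1 did so with median centring in place of loess: IGFBP2 (C5). With C5 replicate 2 left out, 1 fell within: FOSB (C5). 1 did so with C12 replicate 1 left out: IGFBP2 (C12). With C12 replicate 2 left out, 4 fell within: CCNB2 (C12), ID1 (C12), KCNN4 (C12) and BCL11A (C12). Outlier spots kept and C5 replicate 1 left out brought 0 of the 70 within. No normalization between arrays, dim probes left out, the replicate block and the intensity trend with a robust prior leave these log2 ratios as they were. Those settings therefore could not bring any of the 70 within. Over the 48 probes of Table 1 with values, the median absolute difference from the paper was 0.42 in C5 and 0.32 in C12, and over its 50 probes with normexp background it was 0.055 and 0.12.

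The paper names IGF1R, IGF2 and CCND1 among genes lower after knockdown, with TOP2A and FOXM1. It cites a semi-quantitative RT-PCR of knockdown cells with IGFBP2 over expressed, which was not analysed here. These last were lower in both clones here, while IGF1R was -0.23 and 1.0, IGF2 -0.040 and -1.0 and CCND1 -0.69 and 0.46 in C5 and C12, and under none of the settings run for each gene were these 3 called lower in both. IGF1R was called lower in C5 with outlier spots kept and with median centring in place of loess, and higher in C12 under both. In C5 neither channel of its probe was well above background, so its values there do not speak against the paper's direction. In C12 the clone channel alone was, so the change there is known only as a lower bound. Wnt signaling is among the pathways for which the paper reports enrichment of lower genes, and in its Table 2 it has the largest q value of the pathways named in that sentence. The paper ran GSEA on its differentially regulated genes. Camera was run here on all measured genes of a list written from general knowledge, so the tests differ. Here the list of Wnt signaling genes had a median of -0.13 and did not pass (adjusted p = 0.103 from limma's camera, 0.0801 to 0.697 over 16 alternatives, and adjusted p = 0.267 with an estimated correlation). The lists of the other pathways of that sentence passed as lower with the preset correlation, nucleotide excision repair in 5 of 16 alternatives, and with the correlation estimated camera called 0 of the 31 lists (5 at an unadjusted p under 0.05). Of 14 genes measured by qPCR in Figure 1c, 13 were called in both clones in the direction shown. The other is RPS19, shown as higher in both clones, with 1 probe called higher (0.39 and 0.50) and the brighter not called. Both were saturated in red on all 4 arrays, so they do not speak against the direction shown.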

Other observations

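CTNNB1, the gene of beta-catenin, whose protein the paper measured, was lower in both clones at the level of mRNA, with log2 ratios of -1.02 (SD 0.045) and -0.75 (SD 0.039) in C5 and C12 (n = 2 arrays each, adjusted p = 0.00625 and 0.0111 from limma). Both of its probes were called, the other with -1.71 and -0.64.

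Genes of the estrogen receptor and of luminal cells went both ways: of 28 measured, 6 were higher in both clones, 7 were lower and 15 were not called in both (7 lower and 6 higher when adjusted over the list alone). MYB, a transcription factor of luminal cells, fell (-4.90 and -3.57), and MLPH, melanophilin, rose (4.41 and 1.79). The list had a median of 0.052, a mean of 0.15 and a camera test in the downward direction that did not pass (adjusted p = 0.896 from camera, adjusted p = 0.927 with an estimated correlation). Of 27 basal, myoepithelial and mesenchymal genes, 3 (EGFR, CDH3 and ANXA1) were higher, 3 (FN1, MMP14 and CAV1) were lower and 21 were not called in both (5 lower and 3 higher when adjusted over the list alone; adjusted p = 0.671 from camera, adjusted p = 0.733 with an estimated correlation). CDH3, P-cadherin, had 2.43 and 1.87. Of 22 blood and immune cell genes, 3 (CSF1R, CD68 and CD8A) were higher, 0 were lower and 19 were not called in both (0 lower and 2 higher when adjusted over the list alone, and 0 lower at an unadjusted p under 0.05 from limma; adjusted p = 0.549 from camera, adjusted p = 0.733 with an estimated correlation). CSF1R, a receptor of macrophages, had 3.43 and 0.87, and CD68, a lysosomal protein, 1.67 and 1.69.

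The other lists tested did not pass either. Of 38 apoptosis regulators, 10 were lower, 3 (BOK, BIK and FAS) were higher and 25 were not called in both (11 lower and 5 higher when adjusted over the list alone). The list had adjusted p = 0.0598 from camera and adjusted p = 0.235 with an estimated correlation. It passed under 1 of 16 alternatives, normexp background (adjusted p = 0.0395, and 0.0395 to 0.218 over the 16). Tested by clone, it passed in C5 alone, with medians of -0.26 in C5 and -0.12 in C12, and with adjusted p = 0.0360 and adjusted p = 0.202 from camera (adjusted p = 0.232 and adjusted p = 0.389 with an estimated correlation). The difference between the clones did not pass for it (adjusted p = 0.498 from camera, adjusted p = 0.617 with an estimated correlation). Of 41 genes of integrins and focal adhesion, 8 were lower, 6 were higher and 27 were not called in both (10 lower and 6 higher when adjusted over the list alone; adjusted p = 0.103 from camera, adjusted p = 0.275 with an estimated correlation). Of 37 genes of TGF-beta signalling, 6 were lower, 7 were higher and 24 were not called in both (7 lower and 7 higher when adjusted over the list alone; adjusted p = 0.406 from camera, adjusted p = 0.480 with an estimated correlation). Of 27 cytokines and targets of nuclear factor kappa B, 3 (CXCL1, CCL20 and TNFAIP2) were lower, 4 (CXCL2, IL1B, TNF and LCN2) were higher and 20 were not called in both (4 lower and 4 higher when adjusted over the list alone; adjusted p = 0.258 from camera, adjusted p = 0.386 with an estimated correlation). Of 23 genes of cholesterol synthesis, 5 (among them MVD, IDI1, EBP and STARD4) were lower, 1 (CYP51A1) was higher and 17 were not called in both (5 lower and 1 higher when adjusted over the list alone; adjusted p = 0.326 from camera, adjusted p = 0.439 with an estimated correlation). Of 34 replication-dependent histone genes, 9 were lower, 12 were higher and 13 were not called in both (10 lower and 13 higher when adjusted over the list alone; adjusted p = 0.896 from camera, adjusted p = 0.927 with an estimated correlation); the direction of the list turned under 3 of 16 alternatives.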
